# Comparative transcriptome analysis of inbred lines and contrasting hybrids reveals overdominance mediate early biomass vigor in hybrid cotton

**DOI:** 10.1186/s12864-020-6561-9

**Published:** 2020-02-10

**Authors:** Kashif Shahzad, Xuexian Zhang, Liping Guo, Tingxiang Qi, Huini Tang, Meng Zhang, Bingbing Zhang, Hailin Wang, Xiuqin Qiao, Juanjuan Feng, Jianyong Wu, Chaozhu Xing

**Keywords:** Heterosis, Hybrid cotton, Biomass vigor, Transcriptome, DEGs, Overdominant, Circadian rhythm

## Abstract

**Background:**

Heterosis breeding is the most useful method for yield increase around the globe. Heterosis is an intriguing process to develop superior offspring to either parent in the desired character. The biomass vigor produced during seedling emergence stage has a direct influence on yield heterosis in plants. Unfortunately, the genetic basis of early biomass vigor in cotton is poorly understood.

**Results:**

Three stable performing F_1_ hybrids varying in yield heterosis named as high, medium and low hybrids with their inbred parents were used in this study. Phenotypically, these hybrids established noticeable biomass heterosis during the early stage of seedling growth in the field. Transcriptome analysis of root and leaf revealed that hybrids showed many differentially expressed genes (DEGs) relative to their parents, while the comparison of inbred parents showed limited number of DEGs indicating similarity in their genetic constitution. Further analysis indicated expression patterns of most DEGs were overdominant in both tissues of hybrids. According to GO results, functions of overdominance genes in leaf were enriched for chloroplast, membrane, and protein binding, whereas functions of overdominance genes in root were enriched for plasma membrane, extracellular region, and responses to stress. We found several genes of circadian rhythm pathway related to LATE ELONGATED HYPOCOTYL (LHY) showed downregulated overdominant expressions in both tissues of hybrids. In addition to circadian rhythm, several leaf genes related to Aux/IAA regulation, and many root genes involved in peroxidase activity also showed overdominant expressions in hybrids. Twelve genes involved in circadian rhythm plant were selected to perform qRT-PCR analysis to confirm the accuracy of RNA-seq results.

**Conclusions:**

Through genome-wide comparative transcriptome analysis, we strongly predict that overdominance at gene expression level plays a pivotal role in early biomass vigor of hybrids. The combinational contribution of circadian rhythm and other metabolic process may control vigorous growth in hybrids. Our result provides an important foundation for dissecting molecular mechanisms of biomass vigor in hybrid cotton.

## Background

Cotton is the prime fiber crop, comprises of more than 50 species, and evolved around 10–20 million years ago (MYA) [1]. The upland cotton (*Gossypium hirsutum* L.) has been cultivated in tropical and temperate regions of the world, contributing 95% of natural textile fiber, and also a substantial source of edible oil. The global population is increasing at an alarming rate, putting agriculture sector under extreme pressure to ensure food security. Another major constraint for sustainable crop production is hasty climate change. To mitigate these challenges, plant breeders are working hard to increase yield and resistant against the pest, disease, biotic and abiotic stresses in crops. In this regard, a major breakthrough was achieved in rice, maize, sunflower, vegetables, and fruits through heterosis breeding. Hybrid rice produced through the utilization of heterosis gave 10–20% more yield than conventional varieties in China [2]. Hybrids of cotton are developed and cultivated mainly in China as well as in India. The development of hybrid cotton at commercial level was not started until the 1980s in China. Since then, hybrids have been harbored with Bt toxin gene as a result area of cultivation was increased after the mid-2000s with the advantage of more yield and resistance [3]. Manual crossing (emasculation and pollination) is one of the major hurdles causing the sluggish pace of hybrid cotton seed development. However, the cytoplasmic male sterile system has been proven an economic tool for commercial hybrid seed production in upland cotton in recent times [4, 5].

Heterosis breeding is not a modern day tool to increase crop yield. In the last century, people had learned crossed fertilized plant produced more output than the self-fertilized. However, the term heterosis was coined by Gorge. H Shull [6]. Heterosis/hybrid vigor is a biological phenomenon to produce superior offspring’s in characteristics of growth, biomass, stature, fertility, disease resistance, and stress management than either parent [7–9]. In contrast, inbreeding depression reveals that continuous self-fertilization declined the crop yield [10]. Allopolyploid cotton contains more than two sets of chromosomes. In spite of this, many researchers reported cotton has significant heterosis in yield contributing and fiber quality traits [11–14]. Interspecific crosses between upland and Pima cotton produce better fiber traits but disease incidence was a major problem. In contrast, intraspecific hybrids gave stability in production, improved fiber traits, and ensure seed purity [15]. In most cases, positive heterosis is required but for plant height, maturity, and gossypol content negative heterosis is desired in cotton.

The genetic basis of crop heterosis have been intensively researched almost for a century with different approaches. Many researchers tried to explain with the so-called hypothesis of dominance [16–18], overdominance [19–21], epistasis [22, 23], and genetic distance [24, 25]. Later on, many studies in agronomic crops provide strong evidence that the genetic basis of heterosis is perturbed. It varies with different species, stages, and traits [26–28]. Generally, crop hybrids show heterosis at two key stages of development e.g. vegetative and reproductive. The biomass produced in the vegetative stage controls the fate of final output, as it provides the energy basis for architecture development and adaptation to adverse conditions. Moreover, early growth advantages increased nutrients acquisition and competitiveness in plants. Leaf area, nodes, and vegetative branches are established during early stage of growth in cotton, and these eventually provide energy basis for the development of fruit branches, flower buds, and bolls. A previous study in cotton reported that during reproductive stage any disturbance in net assimilates can disturb the source and sink direction and finally affect the fiber quality traits [29]. To be concise, any pitfall in vegetative growth directly affects the final output in agronomic crops. Many studies were performed to investigate the molecular basis of vegetative or biomass heterosis in hybrids of rice [30, 31], maize [32, 33], wheat [34], and Brassica [35]. But, less is conducted in cotton. Now, the whole genome sequence of upland cotton is available online to the researchers [36, 37]. Furthermore, high-throughput sequencing technologies have enabled researchers to investigate the molecular mechanism of crop heterosis as a routine task [38, 39].

We designed this study to understand the genetic basis of early biomass vigor in intraspecific hybrid cotton. Most of past studies focused on a single hybrid and both parents to analyze gene expression differences. However, we sequenced root and leaf tissues of three contrasting hybrids together with their inbred parents for better understanding the genetic aspects. Through genome-wide comparative transcriptome analysis, we aimed to identify DEGs, gene expression patterns, and overview the biological pathways that mediate early biomass vigor in cotton. Our result provides a foundation to understand the preliminary biological basis of biomass heterosis. Furthermore, these data resources will be important to find candidate genes of biomass vigor in hybrid cotton in the future.

## Results

### Biomass heterosis exist in contrasting hybrids at the seedling stage

Three contrasting hybrids having high (H), medium (M), and low (L) parent heterosis in yield traits together with their four inbred parents (denoted as A, B, C, and D) were used to investigate the early biomass vigor in the field. We observed high and medium hybrids did not show statistically significant difference in fresh biomass (g/plant) and dry biomass (g/plant) relative to their mid-parent values (MPV) at 10 days after emergence of seedling (DAE) and 20 DAE (Additional file 25: Figure S1 and Additional file 26: Figure S2). However, high hybrid showed highly significant difference in fresh biomass compared with its MPV at 30 DAE (Fig. 1). According to the results, low hybrid showed significant difference in fresh biomass compared with its MPV at 10 DAE (Additional file 25: Figure S1). Similar results were obtained at 20 DAE (Additional file 26: Figure S2) and 30 DAE (Fig. 1). High hybrid showed more biomass accumulation and low hybrid showed decreased biomass accumulation compared to their parents. However, medium hybrid did not show any difference in biomass accumulation compared with both parents. These results indicate biomass heterosis is established in hybrids as compared to their parents during early seedling growth.

**Fig. 1:**
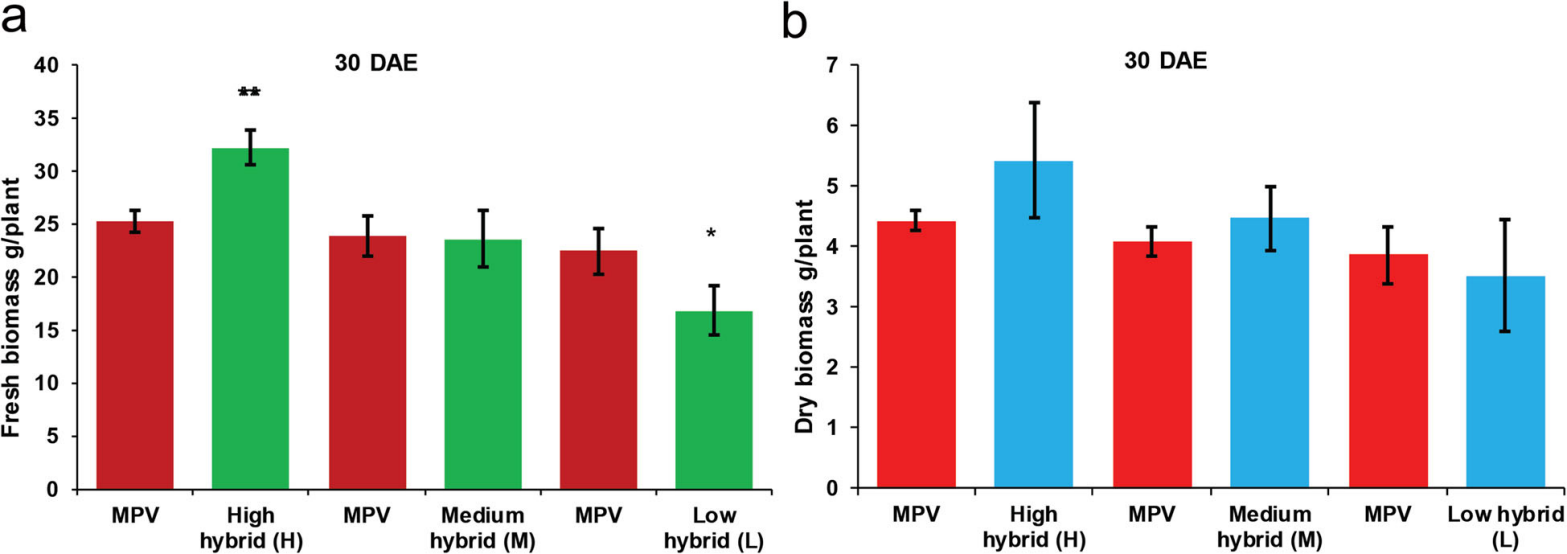
Phenotypic heterosis observed in F_1_ hybrids at 30 days after emergence of seedling (DAE). **a** Fresh biomass observed in hybrids relative to their mid-parent value (MPV). Here ** is used for significant difference at *p* < 0.01 and * at *p* < 0.05. **b** Dry biomass observed in hybrids compared with their MPV

### Transcriptome sequencing, mapping and global expressions in root and leaf

Three contrasting F_1_ hybrids and their four inbred parents were used to perform RNA sequencing in this study. Root and leaf tissues of the same plant with three biological replicates were used to build 42 cDNA libraries for RNA Illumina sequencing. 

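The 7 genotypes were the common maternal parent A, the paternal parents B, C and D, and the high (H), medium (M) and low (L) hybrids that A formed with B, C and D. Seedlings grew in Hoagland solution, and root and leaf were taken from the same plant once the true leaves were fully expanded; the time of day of the harvest is not given. Each genotype had 3 replicates per tissue, so a tissue held 9 hybrid and 12 inbred libraries. The authors removed adaptor and low-quality reads, mapped the rest to the TM-1 genome with HISAT2 and estimated expression with StringTie as FPKM, fragments normalized for gene length and library size. The deposited table gives FPKM for 100881 genes, with a description for 48884 of them, a KEGG pathway for 29825 and a GO term for 52631. Its library sums lie between 391455.3 and 462951.6 FPKM, and it holds no counts and no coordinates. Here log2(FPKM + 1) was fitted by limma with a mean-variance trend, 1 fit per tissue over its 21 libraries, for genes with an FPKM of at least 1 in at least 3 libraries of the tissue (59282 in root and 54835 in leaf). A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference above 1 or below -1, and log2 differences below are the second-named group minus the first. In the root the hybrid libraries held 39668728 to 50074634 valid reads and the inbred libraries 47755412 to 56582886, by the paper's Additional file 1. Leaf libraries held 39422788 to 51857742 in the hybrids and 40828346 to 52491088 in the inbreds. In the same file the hybrid libraries, with D in root and with C and D in leaf, have a Q20 of at most 99.62% in root and 99.63% in leaf. The other inbred libraries have at least 99.73% and 99.78%. The 3 replicates per group set the precision of each mean, and errors after ± are SD. In the contrast of all hybrids with all inbreds, p measures the spread of replicates within genotypes, not among genotypes. There the SDs of 12 inbred and 9 hybrid libraries pool several genotypes.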

The brief detail of sequencing, mapping and gene expressions of the individual library is presented in Additional file 1. The overall sequencing means of valid reads was 98.8% with a value of 90% exon region mapping. The value of Q20% was 99.6% in our sequencing results. In the root of A, B, C, D, H, M, and L genotypes, mean of valid reads was approximately 51, 54, 50, 52, 43, 46, and 45 million, respectively (Table 1). The mean of valid reads in the leaf of A, B, C, D, H, M, and L genotypes was ~ 50, 49, 42, 44, 45, 43, and 45 million, respectively. On an average, more than 89% valid reads were mapped to *G. hirsutum* TM-1 reference genome in this sequencing. However, the mapped percentage in root samples was lower than leaf. The mean of multi-mapped and splice reads was more than 28 and 31%, respectively. 

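The mean number of genes with an FPKM above 0 was 77150 ± 326 (SD, n = 3) in the root of A against 75668 ± 318 in its leaf. B had 77770 ± 530 in root and 75029 ± 640 in leaf, and H had 77580 ± 326 and 76995 ± 961. Over the 7 genotypes the root exceeded the leaf by 1862 genes (SD 885), from 585 in H to 2977 in M, and the direction held in 7 of 7 genotypes (exact 2-sided sign-flip test, p = 0.0156, the smallest p that 7 genotypes allow). With a minimum FPKM of 1 the root exceeded the leaf by 3574 genes.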

In this study, the root tissue of each genotype showed higher number of total expressed genes compared to leaf. For example, approximately 77 thousand genes were expressed in root of A, while it was ~ 75 thousand in leaf (Additional file 1). We also found total numbers of expressed genes in both tissues of F_1_ hybrids were higher than the inbred parents (Additional file 1).

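In the root, M and L had means of 77877 ± 317 and 77623 ± 597 genes (SD, n = 3) above an FPKM of 0, and C and D had 76946 ± 271 and 76965 ± 481. The lowest hybrid mean in the root, that of H, lay below the mean of B. In the leaf, L had 76635 ± 675 genes while C and D had 74862 ± 422 and 74788 ± 431, and M with 74900 ± 273 lay below A. The hybrids exceeded the inbreds by 486 genes in the root (exact permutation test of genotype means, 2-sided, p = 0.114) and by 1090 in the leaf (p = 0.2), where 0.0286 is the smallest p that 3 genotypes against 4 allow. Without replicate 1 of every genotype the leaf difference was 725 genes. With a minimum FPKM of 0.1 every hybrid mean lay above every inbred mean, by 1068 genes on average in the root and 1718 in the leaf (exact permutation test, p = 0.0286 for each).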

**Table 1:** Comparison results of leaf and root sequences on the reference genome

Samples	Valid reads	Mapped reads	Multi Mapped reads	Non-splice reads	Splice reads
AR	51128076	42941674 (84.1%)	13374298 (26%)	23022576 (45.1%)	15385894 (30.1%)
AL	50223934	48695890 (96.9%)	16157539 (32.1%)	25789688 (51.3%)	17081456 (34%)
BR	54107099	46993196 (86.8%)	14846539 (27.4%)	25014416 (46.2%)	16974977 (31.3%)
BL	49707365	48244852 (97.1%)	16086388 (32.3%)	25040718 (50.3%)	17076845 (34.3%)
CR	50767484	41842045 (82.4%)	13216507 (32%)	22208395 (43.7%)	15152915 (29.8%)
CL	42235064	40631339 (96.2%)	13500391 (32%)	21646516 (51.2%)	13975171 (33.1%)
DR	52834574	41081382 (77.7%)	12835496 (24.3%)	22221619 (42.1%)	14574574 (27.6%)
DL	44050304	42327643 (96.1%)	14086443 (32%)	22479693 (51%)	14580814 (33.1%)
HR	43141279	38301647 (88.8%)	12126751 (28.1%)	20191122 (46.8%)	13615361 (31.1%)
HL	45690950	44124014 (96.5%)	14800421 (32.4%)	23403306 (51.2%)	14810568 (32.3%)
MR	46272200	39103323 (84.8%)	12391214 (26.9%)	20472287 (44.4%)	14045575 (30.5%)
ML	43028428	39441113 (91.8%)	14204489 (32.9%)	20481512 (47.7%)	13220392 (30.8%)
LR	45335083	38959747 (85.9%)	12539366 (27.6%)	20368492 (44.9%)	13919944 (30.7%)
LL	45513687	42998982 (94.7%)	14537458 (31.9%)	22837449 (50.2%)	14431801 (31.7%)

In the table, *R* Root, *L* leaf, *H* high, *M* Medium and *L* Low. A, B, C, and D represents four inbred parents. Mapped reads represent the number of sequences that were mapped to the reference genome. Multi-mapped reads aligned multiple positions on the referenced sequence. Non-splice reads were those that not showed splicing. Spliced reads represent alternative splicing events

### Differentially expressed genes in root and leaf transcriptome

Here, we analyzed the dynamic changes of root and leaf transcriptome in all F_1_ hybrids and their inbred parents. The expression levels significantly different at *p* ≤ 0.05 and with log2 (fold change) > 1 or log2 (fold change) < − 1 designated as differentially expressed genes in each hybrid parent triad. The total number of DEGs (Up + down) among each hybrid parent triad is represented in Fig. 2a. 

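Laccase 3 (Gh_A03G2057), an enzyme that couples monolignols into lignin, had a root FPKM of 0.433 ± 0.152 (SD, n = 3) in A, 1.77 ± 1.02 in B and 22.2 ± 9.55 in H, log2 differences of 3.92 and 3.03 (adjusted p = 1.68e-07 and 4.98e-06 from limma). The fermentation enzyme alcohol dehydrogenase 1 (Gh_A02G0689) was at 7.77 ± 0.616 in A, 10.2 ± 1.49 in B and 98.0 ± 52.7 in H, with log2 differences of 3.36 and 3.02. Ferric reduction oxidase 2 (Gh_A11G0819), which reduces iron at the root surface, fell from 23.0 ± 2.65 in A and 19.6 ± 7.74 in B to 2.18 ± 2.37 in H (log2 differences of -3.15 and -2.86). Zinc transporter 10 (Gh_D10G0438) fell from 29.4 ± 0.970 and 40.7 ± 21.0 to 4.09 ± 4.12. These last 2 genes were chosen after the values were seen. In all, 2512 genes differed between A and H (1426 higher and 1086 lower in H) and 1555 between B and H (1024 and 531), or 2968 and 2022 at an unadjusted p under 0.05. With quantile normalization the split against A turned to 1163 higher and 1304 lower, and against B it was 874 and 642.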

The comparative analysis in the root of hybrid (H) compared with both parents revealed H with maternal parent (A) and paternal parent (B) respectively showed 2917 and 2828 total number of DEGs (Fig. 2a: Additional file 2). 

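An RNA-binding protein described as cold, circadian rhythm, and RNA binding 2 (Gh_Sca005165G01) had a root FPKM of 27.6 ± 0.828 (SD, n = 3) in A and 0.220 ± 0.0328 in B (log2 difference -4.55, adjusted p = 5.24e-15 from limma). The opposite held for an SNF7 family gene of membrane trafficking (Gh_A13G1727), at 0.281 ± 0.00972 in A and 15.8 ± 0.830 in B, and for glutamine synthase clone R1 (Gh_D11G3479), which assimilates ammonium, at 6.07 ± 1.61 and 63.3 ± 25.8. All 3 genes were chosen after the values were seen. Of the genes tested, 451 were higher and 625 lower in B than in A, 1076 in all, and 1560 passed at an unadjusted p under 0.05.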

The comparison of both parents ARvsBR showed 1154 total number of DEGs. 

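A gene described as CCR-like (Gh_A11G0589) had a leaf FPKM of 0.335 ± 0.200 (SD, n = 3) in A, 0.299 ± 0.145 in B and 46.9 ± 16.1 in H, log2 differences of 5.11 and 5.15 (adjusted p = 4.48e-10 and 8.34e-10 from limma). THI1 (Gh_D06G1594;Gh_D06G1593), which makes the thiazole ring of thiamine in the chloroplast, rose from 1.52 ± 1.97 and 3.55 ± 2.56 to 119 ± 6.30 (log2 differences 5.85 and 4.88). Among the genes that fell was nitrite reductase 1 (Gh_A13G0352), an enzyme of nitrate assimilation, at 66.5 ± 3.38 in A, 47.2 ± 4.90 in B and 11.8 ± 2.34 in H. From A to H 1790 genes rose and 1026 fell (2816), and from B to H 1334 rose and 585 fell (1919), against 3182 and 2255 at an unadjusted p under 0.05. With quantile normalization the split moved to 1415 higher and 1290 lower against A, and to 904 and 772 against B.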

In the leaf transcriptome of H, the comparison of ALvsHL showed 3807 total number of DEGs, whereas the comparison of BLvsHL showed a total of 2797 DEGs (Fig. 2a: Additional file 3). Furthermore, the comparison of both parents ALvsBL showed 1013 total number of DEGs. 

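The cytochrome P450 CYP76C4 (Gh_A08G2395) had a leaf FPKM of 51.3 ± 12.9 (SD, n = 3) in A and 0.820 ± 0.166 in B, a log2 difference of -4.82 (adjusted p = 8.97e-06 from limma). A Rossmann-fold gene (Gh_A09G1448) was lower in B as well, at 71.2 ± 3.01 in A and 7.14 ± 0.723 in B. Fatty acyl-ACP thioesterase B (Gh_A07G0026), which releases fatty acids in the plastid, was higher in B, at 1.26 ± 0.321 in A and 14.0 ± 0.476 in B (log2 difference 2.74). The 3 genes were chosen after the values were seen. The comparison called 700 genes, 297 higher and 403 lower in B, and 1008 at an unadjusted p under 0.05.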

Distribution of DEGs in H-hybrid revealed major portion of genes was unique and less was common in each tissue (Fig. 2b and c). For instance, 2631 genes in roots and 2993 in leaf were unique in the combination of H with A. Unique DEGs in comparison of B and H was 2648 in root and 1974 in leaf. 

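Genes that moved the same way against A and against B were 576 higher and 260 lower in the root of H, and 824 and 439 in its leaf. Both comparisons use the same libraries of H, and simulated groups without any difference, tested by limma in the same way, shared 0 genes (on average 53.8 in root and 48.9 in leaf at an unadjusted p under 0.05). The simulated parents did not differ either, so a value near 0 at the adjusted limit follows from the setting and does not test the shared counts. Independent lists of the same sizes would share 24.6 and 9.73 in root and 43.5 and 10.9 in leaf, which leaves the common libraries out. The transcription factor gene Gh_D07G0779 of the GRAS family was listed at 0 in A and B and at 33.9 ± 1.30 (SD, n = 3) in the root of H and 66.5 ± 4.46 in its leaf. Its level in D, the paternal parent of L, was 24.1 ± 20.9 in the root. Gh_A05G2427 fell in the root of H to 0.299 ± 0.154 from 48.4 ± 6.74 in A and 81.2 ± 50.8 in B (log2 differences -5.25 and -5.78, adjusted p = 0.00109 and 0.000822 from limma). With 32 root genes and 42 leaf genes that moved in opposite directions against A and B, 868 and 1305 genes differed between H and both parents.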

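Laccase 5 (Gh_D06G2354), an enzyme of lignin formation, passed the thresholds only against A in the root, with an FPKM of 3.72 ± 1.31 in A, 6.58 ± 1.43 in B and 14.1 ± 5.32 in H (SD, n = 3), and log2 differences of 1.65 from A and 0.95 from B (adjusted p = 0.000235 and 0.0218 from limma). Nitrate transporter 2:1 (Gh_A05G0919), which takes up nitrate when it is scarce, passed only against B, with 8.75 ± 2.77 in A, 4.33 ± 0.653 in B and 12.5 ± 2.94 in H and log2 differences of 0.49 and 1.33. Expansin A8 (Gh_D10G1861), a wall-loosening protein, rose against A alone in the leaf, with 0.825 ± 0.159 in A, 1.42 ± 0.269 in B and 3.50 ± 0.755 in H. Genes called only between A and H, and not between the parents, numbered 1235 in root and 1299 in leaf, and those called only between B and H numbered 476 and 482.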

A large portion of differential gene expression is probably major determinant of better performance in high hybrid.

**Fig. 2:**
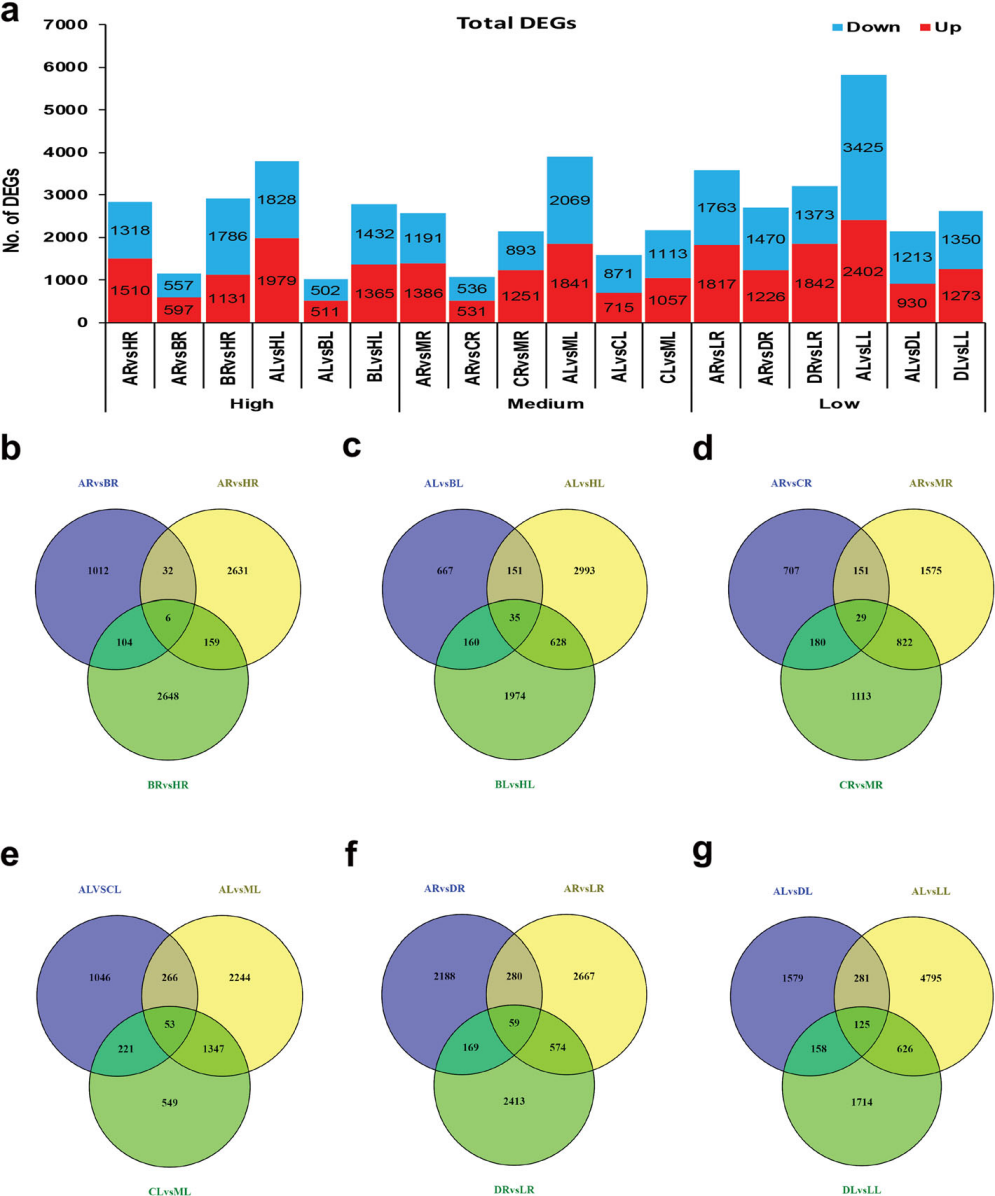
Total DEGs and their distribution in root and leaf of each hybrid parent triad. **a** shows total number of up and down regulated DEGs. Here, R: root, L: leaf, A: maternal parent, and B, C, D represents three paternal parents of high (H), medium (M), and low (L) hybrids, respectively. **b** in root **c** in leaf represents distribution of unique and common DEGs in high hybrid parent triad. Similarly, **d** in root **e** in leaf shows distribution of unique and common DEGs in medium hybrid parent triad. **f** in root **g** in leaf represents unique and common DEGs distribution in low hybrid parent triad

The root transcriptome of medium hybrid (M) revealed comparison of M with maternal parent (A) and paternal parent (C), respectively showed 2577 and 2144 total number of DEGs (Fig. 2a: Additional file 4). It was observed the comparison of ALvsML had 3910 total number of DEGs in the leaf of M hybrid, whereas the comparison of CLvsML showed 2170 total number of DEGs (Fig. 2a: Additional file 5). Moreover, the combination of both parents had 1067 DEGs in root and 1586 in leaf. 

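Sulphate transporter 1;1 (Gh_Sca065142G01), which takes up sulphate at the root surface, fell in the root of M to an FPKM of 8.89 ± 13.2 (SD, n = 3) from 56.0 ± 11.0 in A and 53.1 ± 5.72 in C, log2 differences of -3.65 and -3.59 (adjusted p = 0.00246 and 0.00388 from limma). Its log2 difference from the nearer parent was -2.51 without replicate 1 of M and -4.84 without replicate 2 of M. Nitrate transporter 2:1 (Gh_D05G1003), which takes up nitrate at low supply, rose from 8.00 ± 2.34 and 5.77 ± 0.315 to 44.6 ± 18.8 (log2 differences 2.27 and 2.65). Glutamine dumper 1 (Gh_D05G0637), a membrane protein of amino acid export, was listed at 0 in A and C and at 30.7 ± 4.25 in M. MLP-like protein 423 (Gh_D02G0560), chosen after the values were seen, was at 6.54 ± 1.04 in A, 6.08 ± 3.50 in C and 208 ± 27.8 in M. Between A and M 1055 genes rose and 1051 fell, 2106 in all, and between C and M 994 rose and 553 fell, 1547 in all (2571 and 2055 at an unadjusted p under 0.05). Quantile normalization gave 862 higher and 1237 lower against A and 840 and 668 against C.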

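MEE59 (Gh_A03G0405, maternal effect embryo arrest 59) had a leaf FPKM of 1.12 ± 0.530 (SD, n = 3) in A, 1.30 ± 0.430 in C and 90.5 ± 18.1 in M. Its log2 differences were 5.44 and 5.31 (adjusted p = 9.51e-11 and 2.24e-10 from limma). ATP synthase delta subunit (Gh_A01G0275) was listed at 0 in A and C and at 402 ± 7.00 in M. Beta-amylase 3 (Gh_D10G1656), which breaks down starch in the chloroplast, fell from 17.9 ± 6.85 in A and 7.91 ± 1.17 in C to 0.899 ± 0.330. Of 3466 genes called between A and M, 2008 were higher in M, and of 2460 called between C and M, 1262 were (3855 and 3001 genes at an unadjusted p under 0.05), and with a pseudocount of 0.1 2041 genes were higher and 2352 lower in M than in C. Replicate 1 of the M leaf had 15.6% of its FPKM in its 10 highest genes.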

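The carotenoid-cleaving enzyme described as nine-cis-epoxycarotenoid dioxygenase 4 (Gh_D12G2009, locus MSTRG.56429) was near absent in A and present in C, with a leaf FPKM of 0.261 ± 0.0105 (SD, n = 3) and 56.5 ± 3.10 (log2 difference 5.51, adjusted p = 7.87e-06 from limma). ATP sulfurylase 1 (Gh_D02G0399), the first enzyme of sulphate assimilation, was lower in the leaf of C, at 5.95 ± 1.51 against 52.9 ± 12.2 in A. In the root, a zinc-binding dehydrogenase gene (Gh_A07G2020) fell from 34.4 ± 4.96 in A to 0.784 ± 0.204 in C. The 3 genes were chosen after the values were seen. The parents of M differed in 936 root genes (390 higher and 546 lower in C) and 895 leaf genes (442 and 453), and in 1432 and 1287 at an unadjusted p under 0.05. A pseudocount of 0.1 gave 832 higher and 712 lower in the leaf.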

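In the root of M, 476 genes were higher and 235 lower than in both A and C, and in the leaf 884 and 662. An oxygenase gene of the 2-oxoglutarate and Fe(II)-dependent family (Gh_A12G2228), whose members act in hormone and flavonoid metabolism, is among the lower ones, with 17.4 ± 6.79 in A, 20.5 ± 3.06 in C and 1.91 ± 0.651 in M FPKM (SD, n = 3) and adjusted p = 6.65e-06 and 2.64e-06 from limma. Since the libraries of M enter both comparisons, the value without any difference was simulated: 0 genes were shared by limma in either tissue, and on average 56.3 in root and 47.5 in leaf at an unadjusted p under 0.05. With no difference between the simulated parents, a value near 0 at the adjusted limit follows from the setting. Independent lists would share 17.7 and 9.8 in root and 46.2 and 31.9 in leaf, without regard to the common libraries. Expansin A4 (Gh_A04G0707), a wall-loosening protein, had a leaf FPKM of 7.35 ± 1.65 in A, 16.0 ± 3.45 in C and 2.76 ± 0.845 in M (log2 differences -1.16 and -2.18).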

Although results of unique and common DEGs distribution in M hybrid identified more unique but less common genes. However, unique DEGs were more in the comparison of M with A than with C (Fig. 2d and e). 

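Expansin-like A2 (Gh_D01G1679) passed the thresholds against A but not against C in the root, with an FPKM of 23.8 ± 4.66 in A, 18.6 ± 2.01 in C and 9.31 ± 0.613 in M (SD, n = 3) and log2 differences of -1.25 and -0.92 (adjusted p = 4.66e-06 and 0.000134 from limma). SPX domain gene 3 (Gh_D11G0832), a repressor of the phosphate starvation response, passed against C only, with 12.3 ± 3.02 in A, 6.25 ± 0.670 in C and 23.0 ± 5.25 in M and log2 differences of 0.86 and 1.71. Genes called between A and M alone, and not between the parents, numbered 1049 in root and 1644 in leaf, and those called between C and M alone numbered 531 and 611. Those shared by both comparisons were 724 in root and 1569 in leaf.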

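Phosphate transporter 1;7 (Gh_D09G0567), which carries phosphate into root cells, had an FPKM of 6.89 ± 0.288 (SD, n = 3) in the root of A and 71.8 ± 13.2 in L, a log2 difference of 3.19 (adjusted p = 0.000435 from limma). Nodulin MtN21 family transporter gene Gh_D05G2226 fell from 43.6 ± 1.47 to 2.75 ± 0.230 (log2 difference -3.57). Both genes were chosen after the values were seen. The locus MSTRG.85355, without a gene name, rose from 0.648 ± 0.0380 in A to 75.5 ± 19.8 in L. From A to L 1056 genes rose and 1093 fell, 2149 in all, and 2654 passed at an unadjusted p under 0.05. The split was 2077 higher and 1743 lower with a pseudocount of 0.1.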

The comparative analysis revealed total number of DEGs between low hybrid (L) and its maternal parent (A) was 3580 in the root (Fig. 2a: Additional file 6). The combination of L and its paternal parent (D) had 3215 total number of DEGs. Furthermore, the comparison of ALvsLL and DLvsLL, respectively showed 5827 and 2623 total number of DEGs (Fig. 2a: Additional file 7). 

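The metal transporter NRAMP6 (Gh_D06G0421) fell from a root FPKM of 62.6 ± 21.4 (SD, n = 3) in D to 5.71 ± 6.86 in L (log2 difference -3.67, adjusted p = 0.00228 from limma). Zinc transporter 1 (Gh_D01G1293) moved the other way, from 0.632 ± 0.528 to 17.2 ± 4.03, and so did an O-glycosyl hydrolase of family 17 (Gh_A05G0189), from 1.40 ± 0.298 to 42.3 ± 3.40. These 3 genes were chosen after the values were seen. Gh_A08G0831 was listed at 0 in L, with 19.2 ± 10.6 in A and a widely spread 97.0 ± 104 in D. Of 2772 genes called between D and L, 1577 were higher and 1195 lower in L, and 3150 passed at an unadjusted p under 0.05.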

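The wall enzyme gene Gh_D02G0992, a xyloglucan endotransglucosylase/hydrolase, rose in the leaf of L to an FPKM of 30.4 ± 14.1 (SD, n = 3) from 3.27 ± 1.00 in A and 0.669 ± 0.394 in D, log2 differences of 2.82 and 4.17 (adjusted p = 5.68e-05 and 1.96e-06 from limma). Sucrose synthase 3 (Gh_D08G1309) was at 4.09 ± 0.279 in A, 7.09 ± 1.13 in D and 11.7 ± 2.32 in L. Nitrate reductase 2 (Gh_D01G1872), the first enzyme of nitrate assimilation, fell from 7.24 ± 0.233 in A to 1.52 ± 0.0808 in L, with 2.16 ± 0.183 in D (log2 differences -1.71 and -0.33). Against A 1715 genes rose and 964 fell (2679), and against D 1066 rose and 560 fell (1626), or 3042 and 2056 at an unadjusted p under 0.05. Quantile normalization gave 1352 higher and 1222 lower against A and 864 and 744 against D.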

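Stelar K+ outward rectifier (Gh_D05G1041), a channel that loads potassium into the xylem, fell in the root of L to 5.33 ± 1.01 FPKM (SD, n = 3) from 43.5 ± 12.2 in A and 30.4 ± 2.42 in D (adjusted p = 4.07e-07 and 3.14e-06 from limma). It is 1 of 390 root genes lower in L than in both parents, and 496 were higher, with 360 lower and 527 higher in the leaf. Simulated groups without any difference, which share the libraries of L in the same way, gave 0 such genes by limma, and on average 51.4 in root and 49.6 in leaf at an unadjusted p under 0.05. As A and D did not differ in the simulation, a value near 0 at the adjusted limit follows from the setting. Lists drawn independently would share 22 lower and 28.1 higher genes in root and 9.84 and 33.3 in leaf, without regard to the common libraries. A further 43 root genes and 44 leaf genes moved in opposite directions against A and D, which makes 929 and 931 called in both comparisons.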

Distribution of DEGs exposed that the majority of genes were unique, whereas less was overlap (Fig. 2f and g). For example, A versus L had 2647 unique DEGs in root and 4795 in leaf. 

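Alcohol dehydrogenase 1 (Gh_A11G0521), which ferments acetaldehyde to ethanol, passed the thresholds against A alone in the leaf, with an FPKM of 0.442 ± 0.0295 in A, 0.811 ± 0.217 in D and 2.12 ± 0.313 in L (SD, n = 3) and log2 differences of 1.11 and 0.79 (adjusted p = 3.36e-06 and 0.000251 from limma). Alpha-amylase-like 3 (Gh_A12G1530), a starch-cleaving enzyme, was at 6.40 ± 0.249 in A, 9.98 ± 1.73 in D and 19.1 ± 2.34 in L. In the root, heat shock transcription factor A6B (Gh_D08G0680) fell against A alone, with 2.63 ± 0.455 in A, 2.41 ± 2.84 in D and 0.374 ± 0.473 in L. In all, 849 root genes and 1339 leaf genes were called between A and L only.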

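A photosystem II protein gene of the PsbP family (Gh_A11G2381), of the oxygen-evolving side of photosynthesis, passed the thresholds in the leaf of L against D and not against A, with an FPKM of 4.50 ± 0.336 in A, 5.73 ± 0.161 in D and 2.29 ± 0.783 in L (SD, n = 3) and log2 differences of -1.06 from D and -0.77 from A (adjusted p = 0.000431 and 0.00373 from limma). D and L alone differed in 1335 root genes and 465 leaf genes.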

Unique DEGs in DvsL were 2413 in root and 1714 in leaf. 

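Between A and D the gene described as nine-cis-epoxycarotenoid dioxygenase 4 (Gh_D12G2009, locus MSTRG.56429) rose from 0.187 ± 0.0517 (SD, n = 3) to 10.0 ± 0.771 FPKM in root (log2 difference 3.21, adjusted p = 3.24e-06 from limma). The cytochrome P450 CYP78A10 (Gh_A04G1209), of a family that acts in organ growth, rose from 6.01 ± 1.62 to 55.0 ± 12.4 in root. In leaf, gamma-tocopherol methyltransferase (Gh_A13G1366), the last enzyme of vitamin E synthesis, fell from 49.5 ± 1.24 to 3.08 ± 0.400, and xylem bark cysteine peptidase 3 (Gh_A06G1157) from 61.9 ± 7.53 to 2.71 ± 0.259. These genes were chosen after the values were seen. A and D differed in 1523 root genes (786 higher and 737 lower in D) and 1229 leaf genes (631 and 598), with 1995 and 1631 at an unadjusted p under 0.05. With quantile normalization the root split was 709 higher and 815 lower in D.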

More interestingly, both parents of low hybrid had higher genetic differences among each other than those of medium and high hybrids. Overall, the result of comparative analysis of DEGs between hybrids and parents revealed that hybrids had different genomic constituent relative to their parents. However, comparison of both parents indicated that they have few genetic differences among them.

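Across the 9 hybrid and 12 inbred libraries of a tissue, 757 genes were higher and 502 lower in the root of the hybrids, and 892 higher and 512 lower in the leaf. The glutathione S-transferase TAU 18 gene (Gh_D04G1332), a detoxification enzyme, had a root FPKM of 0.0493 ± 0.0280 (SD, n = 12) in the inbred parents and 21.7 ± 16.8 (SD, n = 9) in the hybrids, a log2 difference of 3.89 (standard error 0.36, adjusted p = 3.83e-07 from limma). A cysteine/histidine-rich C1 domain gene (Gh_D10G2518) had 14.2 ± 8.88 (SD, n = 12) in the inbred parents and 0.440 ± 0.384 (SD, n = 9) in the hybrids, a log2 difference of -3.18 (standard error 0.15, adjusted p = 2.02e-10 from limma). In the leaf the small heat shock protein gene Gh_A09G0036 had 0.0744 ± 0.117 (SD, n = 12) in the inbred parents and 27.1 ± 10.7 (SD, n = 9) in the hybrids, a log2 difference of 4.64 (standard error 0.11, adjusted p = 5.56e-15 from limma). Of the called genes, 318 of the 757 and 200 of the 502 in root, and 533 of the 892 and 372 of the 512 in leaf, had every hybrid library on 1 side of every inbred library. With quantile normalization the higher and lower calls were 667 and 573 in root and 743 and 602 in leaf, and with a pseudocount of 0.1 2278 and 1323, and 2530 and 1098. The standard errors and p-values come from replicates within genotypes and do not measure the spread among hybrids or among inbreds. With the 7 genotype means as units, chosen after the data were seen, 510 root genes were higher and 290 lower, and 708 and 472 leaf genes. Among libraries of lower Q20 the higher and lower calls were 1397 and 1163 in root, where D is the only inbred. In leaf, where C and D are the inbreds, they were 842 and 528. Among H, M and L 367 root and 936 leaf genes differed.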

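Any 3 inbred genotypes differed among themselves in 1741 to 3041 root genes and 1529 to 1869 leaf genes. Gh_Sca005165G01 was low in all 3 paternal parents, with a root FPKM of 0.314 ± 0.0435 (SD, n = 3) in C and 0.308 ± 0.0401 in D (log2 differences from A of -4.44 and -4.45, adjusted p = 7.75e-15 and 6.75e-15 from limma). SNF7 gene Gh_A13G1727 was at 14.8 ± 0.665 in C, with a log2 difference from A of 3.62. A family 17 glycosyl hydrolase gene (Gh_A05G0189), of a group that cleaves glucans, was lower than in A in both B (-4.53) and D (-5.54). The 3 genes were chosen after the values were seen.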

### F_1_ hybrids exhibited overdominant gene expressions

Allopolyploids have been found to exhibit expression level dominance [35, 40]. So, to address the magnitude and directionality of expressions in interspecific F_1_ upland cotton hybrids, DEGs of root and leaf transcriptome were divided into 12 possible groups as described by Rapp et al.*,* [41]. Genes in groups 1–2 showed additive expression. The expression of genes in groups 3–4 was termed as male expression level dominance (M-ELD), wherein the expression of genes in groups 5–6 was named as female expression level dominance (F-ELD). The expression of genes in groups 7–9 called downregulated overdominance, wherein the expression of genes in groups 10–12 was named as upregulated overdominance (Fig. 3a). 

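Additive genes lie between 2 differing parents. The RNA-binding gene Gh_Sca005165G01, described as cold, circadian rhythm, and RNA binding 2, was such a gene in the root of H with a mean FPKM of 9.04 (n = 3), -1.51 on the log2 scale from A and 3.04 from B (adjusted p = 9.31e-09 and 3.98e-12 from limma). In the leaf the cytochrome P450 gene Gh_A08G2395 had a mean of 9.53 in H, -2.65 from A and 2.17 from B, and both genes were chosen after the values were seen. This pattern held 203 root genes and 209 leaf genes, 5.63% of the 3607 root and of the 3710 leaf genes that differed within the triad. Without replicate 2 of H the counts were 132 in root and 138 in leaf, and without replicate 3 of H 134 in leaf.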

The result of expression patterns analysis in high hybrid (H) in both tissues detected limited number of genes was additive expressions. 

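Basic chitinase (Gh_D01G1684), which cleaves chitin of fungal walls, was classed as like A in the root of H, as its difference from A was not called. It had 2.71 ± 1.70 in A, 0.320 ± 0.291 in B and 4.69 ± 0.347 in H (SD, n = 3). Its log2 differences were 0.75 from A and 2.13 from B (adjusted p = 0.113 and 0.000332 from limma). Glutamine synthase clone R1 (Gh_D11G3479) kept the level of B with a mean of 59.7 in H, and was chosen after the values were seen. Genes like B were 601 in root and 302 in leaf, and genes like A 274 and 166, so that parent-like genes were 24.3% and 12.6% of the differing genes. Their number in root, 875, was 1365 when replicate 1 of A was left out.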

Male and female parent like expression groups also had few genes. However, it was found overdominant upregulated (group12) and downregulated (group 8) groups had the highest number of genes in both tissues (Fig. 3b: Additional file 8). 

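Group 12, above both parents that do not differ, held 890 genes in the root of H and 1216 in its leaf, and group 8, below both, held 405 and 622. Cysteine proteinase gene Gh_D13G2489, a protease of vacuolar breakdown, rose in the leaf with 2.89 ± 0.605 in A, 7.70 ± 1.72 in B and 33.9 ± 5.74 in H (SD, n = 3), log2 differences of 3.16 and 2.01 (adjusted p = 4.4e-08 and 1.56e-05 from limma). Sulphate transporter 1;3 (Gh_D05G2199) fell in the root, with 15.4 ± 1.65 in A, 17.9 ± 5.15 in B and 2.94 ± 1.08 in H. Overdominant expression in any group held 1558 root genes (1000 up and 558 down) and 2281 leaf genes (1484 and 797). Simulated groups without any difference, the parents included, gave 0, which follows from that setting at the adjusted limit and does not test these counts. A 2-fold limit in every call gave 836 in root and 1263 in leaf. The proteinase gene was chosen after the values were seen.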

The analysis results of medium hybrid (M) also dissected overdominant up and downregulated groups had the highest number of genes in both tissues (Fig. 3c: Additional file 9). 

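In M, group 12 held 719 root and 1111 leaf genes and group 8 held 347 and 953. Plasma membrane intrinsic protein 2 (Gh_A09G1405), an aquaporin that moves water across membranes, fell in the leaf, with 58.7 ± 5.33 in A, 46.8 ± 2.82 in C and 5.15 ± 1.17 in M (SD, n = 3), log2 differences of -3.29 and -2.97 (adjusted p = 1.37e-09 and 8.28e-09 from limma). This gene was chosen after the values were seen. Overdominant genes were 1322 in root (818 up and 504 down) and 2725 in leaf (1455 and 1270), and additive genes 120 and 132, the former 75 without replicate 1 of M. With a 2-fold limit in every call the overdominant genes were 711 and 1546.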

The analysis result of low hybrid (L) was also similar to H and M hybrids (Fig. 3d: Additional file 10). However, groups of parent-like expression also had many genes in L hybrid as compared to H and M hybrids. 

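For L, group 12 held 764 root and 723 leaf genes and group 8 held 596 and 428. A peroxidase 2 gene (Gh_A09G1202), of a family that oxidizes phenols in the cell wall, rose in the root, with 0.960 ± 0.107 in A, 1.55 ± 0.226 in D and 9.14 ± 2.76 in L (SD, n = 3), log2 differences of 2.34 and 1.96 (adjusted p = 1.24e-06 and 7.13e-06 from limma). MSTRG.85355 rose in the leaf too, by 5.80 and 5.69 against A and D. In all 1901 root genes (1041 up and 860 down) and 1868 leaf genes (1175 and 693) were overdominant, and 251 and 263 were additive. When every call needed a 2-fold difference, 886 root and 887 leaf genes were overdominant, beside 879 and 639 parent-like genes.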

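L had 1326 parent-like genes in root (29.1% of its 4558 differing genes) and 870 in leaf (22.7% of 3830), and M had 823 (25.7%) and 761 (16.4%). In L the female-like genes, 820 in root and 323 in leaf, and the male-like genes, 506 and 547, split differently in the 2 tissues. The nitrate reductase 2 gene Gh_A01G1586, of nitrate assimilation, followed the male parent with 9.68 ± 0.989 in A, 3.86 ± 0.824 in D and 2.73 ± 0.123 in L in the leaf (SD, n = 3), with log2 differences of -1.51 and -0.37 (adjusted p = 6.87e-05 and 0.291 from limma).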

The result of expression patterns analysis directed that overdominance at the gene expression level contributes to early biomass vigor in hybrid cotton.

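Overdominant genes made up 43.2%, 41.2% and 41.7% of the differing root genes in H, M and L, and 61.5%, 58.6% and 48.8% of the differing leaf genes. Among inbreds alone, D lay beyond both B and C in 1483 of 2831 differing root genes and beyond A and B in 1175 of 3041, and in the leaf A lay beyond C and D in 742 of 1844, trios chosen after the values were seen. Laccase 3 (Gh_A03G2057) and glutathione S-transferase TAU 18 (Gh_D04G1332) rose above both parents in the roots, whereas 3 genes of LHY, a morning repressor of the plant clock (Gh_A12G1061, Gh_D12G1184 and Gh_D11G1068), fell below both. The authors compared each hybrid with its 2 parents, sorted the genes into 12 patterns, and found the 2 largest groups beyond both parents. They describe most differing genes as overdominant in either tissue. From this the paper proposes that overdominance contributes to early biomass vigor. Here overdominant genes were the larger part of the differing genes, unclassified ones included, only in the leaf of H (61.5%) and M (58.6%). Unclassified genes, whose calls match none of the 12 patterns, numbered 971, 943 and 1080 in the root of H, M and L. In the leaf they numbered 752, 1030 and 829. Among the classified genes, overdominant ones were the larger part in all 6 triads, so the answer depends on whether unclassified genes are counted. Up-regulated overdominant genes outnumbered down-regulated ones in all 6 triads, by 1175 to 693 in the leaf of L. In the leaf of M, with 1455 to 1270, the order turned without replicate 2 of M (1500 up and 1759 down) and with a pseudocount of 0.1 (1904 and 2035), and in the root of L with quantile normalization (937 and 971). No biomass value is in the deposited data, so the step from expression to vigor is not tested here.

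**Figure D1:**
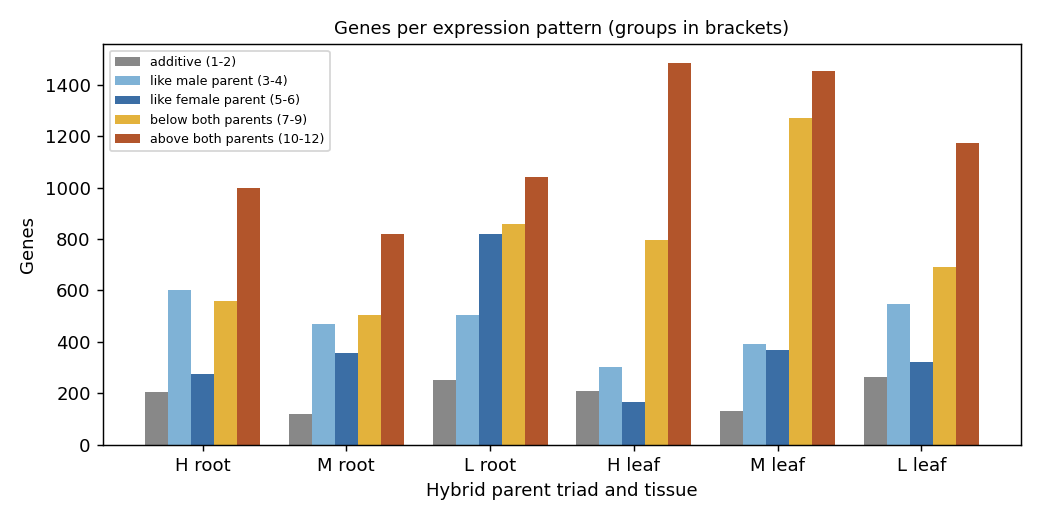
Genes per expression pattern of H, M and L in root and leaf, grouped as additive, like the male, like the female, below both parents and above both parents. Unclassified genes are not drawn.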

**Fig. 3:**
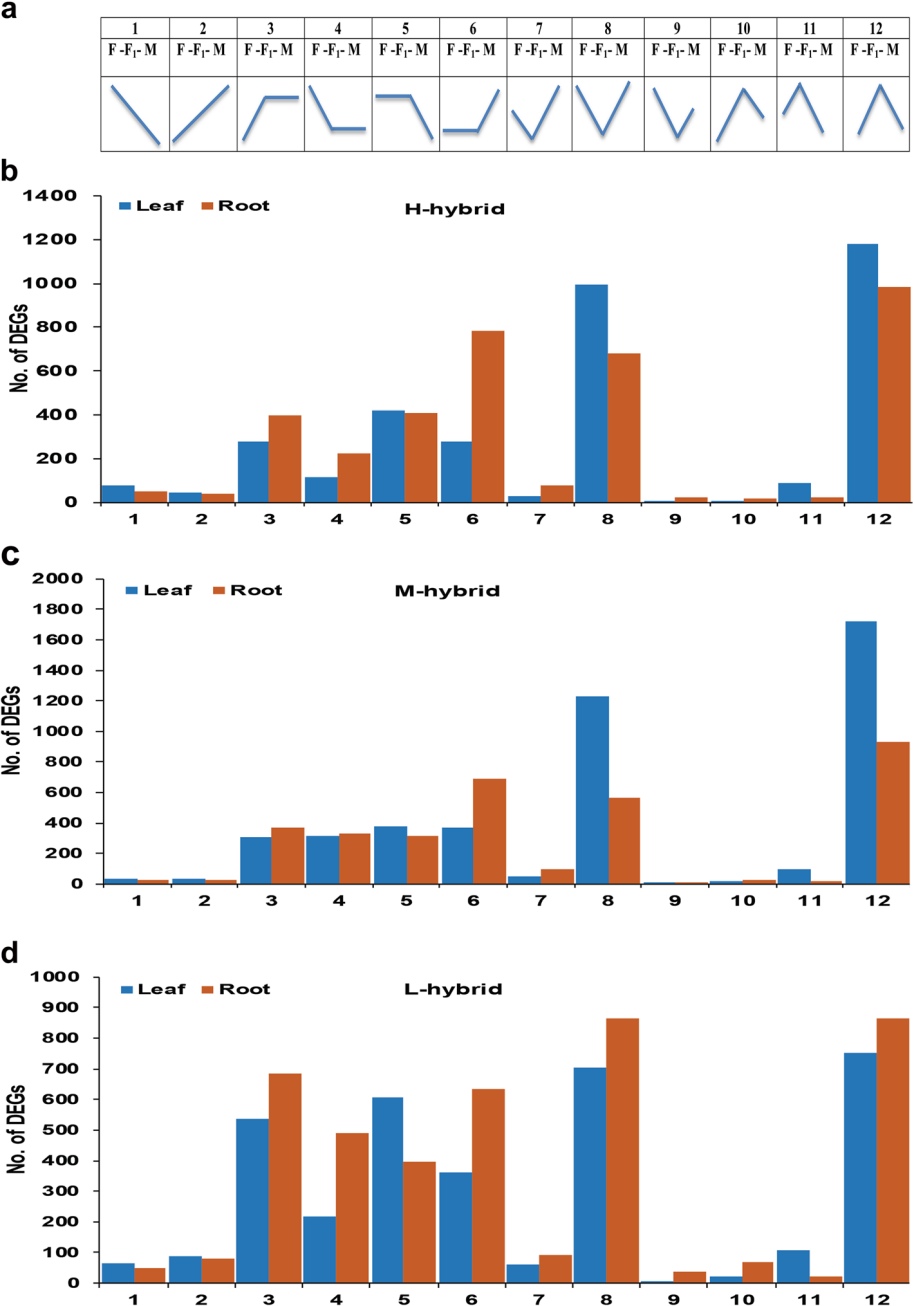
The 12 possible gene expression patterns in F_1_ hybrids compared to their parents in root and leaf. **a** Expression patterns of 12 groups, M: male parent, F_1_: hybrid, and F: female parent. **b** Total number of genes in each group in root and leaf of high (H) hybrid. **c** Total number of genes in each group in root and leaf of medium (M) hybrid. **d** Total number of genes in each group in root and leaf of low (L) hybrid

### Functional annotations of overdominant genes

To understand the functions of genes with overdominant expressions in biomass heterosis, GO and KEGG enrichment analysis was implemented in root and leaf of hybrids. GO enrichment analysis (*p-value* < 0.01) of overdominant genes in root of high hybrid (H) relative to its parents revealed most of the upregulated genes were involved in functions related to plasma membrane, regulation of transcription/DNA-template, and extracellular region. Conversely, downregulated genes were enriched in plasmodesma, integral component of plasma membrane, and vacuole (Additional file 27: Figure S3a, Additional file 11). 

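Extracellular region held 56 of the up-regulated overdominant genes in the root of H where 20.9 were expected (1-sided hypergeometric test, adjusted p = 1.52e-08), with 13 GDSL-like lipases, 9 pectin lyase-like and 9 peroxidase genes among them. The test treats genes as independent, while members of a gene family can move together, so its p-values here and below may be too small. GDSL-like lipase Gh_D10G0915, of a family that builds cutin and suberin, had 2.78 ± 0.486 in A, 3.59 ± 1.57 in B and 39.3 ± 10.8 in H (SD, n = 3), log2 differences of 3.39 and 3.15 (adjusted p = 1.05e-07 and 4.11e-07 from limma). Plasma membrane held 88 against 68.8 (unadjusted p = 0.00869, adjusted p = 0.325), and regulation of transcription held 57 against 38.8 (unadjusted p = 0.00228, adjusted p = 0.114).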

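Integral component of plasma membrane held 33 down-regulated genes against 4.55 expected (1-sided hypergeometric test, adjusted p = 5.53e-16), with 6 plasma membrane intrinsic protein 2, 5 tonoplast intrinsic protein 1;3 and 3 stelar K+ outward rectifier genes. The aquaporin gene Gh_D01G2086 had 56.7 ± 2.36 in A, 50.0 ± 1.37 in B and 10.6 ± 3.48 in H (SD, n = 3), log2 differences of -2.36 and -2.18 (adjusted p = 1.3e-07 and 5.13e-07 from limma), chosen after the values were seen. Plasmodesma held 25 against 13.1 (unadjusted p = 0.00177, adjusted p = 0.0925) and vacuole 20 against 8.96 (unadjusted p = 0.000783, adjusted p = 0.0585).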

KEGG pathway enrichment analysis (*p-value* < 0.05) of overdominant genes showed most of the upregulated genes were enriched in porphyrin & chlorophyll metabolism, phenylpropanoid biosynthesis, and oxidative phosphorylation pathways (Fig. 4a: Additional file 12). But, the majority of downregulated genes were enriched in starch & sucrose metabolism, phenylpropanoid biosynthesis, and circadian rhythm plant (Fig. 4b: Additional file 12). 

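Phenylpropanoid biosynthesis, which makes lignin precursors, held 26 up-regulated genes against 7.01 expected (1-sided hypergeometric test, adjusted p = 3.6e-07), 13 of them peroxidase superfamily genes. The peroxidase gene Gh_A05G2401 had 3.33 ± 1.30 in A, 3.70 ± 1.26 in B and 22.1 ± 4.55 in H (SD, n = 3), log2 differences of 2.44 and 2.31 (adjusted p = 7.49e-05 and 0.000211 from limma). Porphyrin and chlorophyll metabolism held 20 against 4.18 (adjusted p = 3.6e-07). Of these 8 are GDSL-like lipases and 5 are myb93, with GDSL-like lipase Gh_A10G0839 at 2.51 ± 0.465 in A, 3.20 ± 1.71 in B and 32.2 ± 8.89 in H. Oxidative phosphorylation held 14 against 8.16 (unadjusted p = 0.0359, adjusted p = 0.253).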

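Circadian rhythm - plant held 18 down-regulated genes against 3.17 expected (1-sided hypergeometric test, adjusted p = 2.25e-07), of which 9 are Homeodomain-like genes and 2 cryptochrome 3, a blue-light receptor. Starch and sucrose metabolism held 19 against 9.31 (adjusted p = 0.0498), with 8 haloacid dehalogenase-like hydrolases. Its family 32 glycosyl hydrolase gene Gh_D12G2172, chosen after the values were seen, had 80.4 ± 15.3 in A, 61.2 ± 11.9 in B and 13.8 ± 5.36 in H (SD, n = 3). Phenylpropanoid biosynthesis held 6 against 4.6 (adjusted p = 1). Glycosaminoglycan degradation held 14 against 1.67 (adjusted p = 1.76e-07), and 12 of these 14 are plasma membrane aquaporin genes.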

In the leaf of H hybrid, most of the overdominant upregulated genes were involved in functions of plasma membrane, protein serine/threonine kinase activity, and plasmodesma, while downregulated genes were involved in cellular functions of chloroplast, membrane, and extracellular region (Additional file 27: Figure S3a: Additional file 13). 

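Chloroplast held 127 down-regulated overdominant genes in the leaf of H against 75.1 expected (1-sided hypergeometric test, adjusted p = 1.8e-07). Extracellular region held 45 against 22.5 (adjusted p = 0.000655) and membrane 48 against 27.8 (adjusted p = 0.00738). Chlorophyll A-B binding gene Gh_A12G1940, of the light-harvesting antenna, had 20.6 ± 1.84 in A, 14.0 ± 0.825 in B and 3.16 ± 0.608 in H (SD, n = 3), log2 differences of -2.38 and -1.86 (adjusted p = 1.66e-09 and 7.15e-08 from limma). Wall enzyme XTH5 (Gh_D11G0639) had 63.4 ± 9.13 in A, 46.6 ± 3.19 in B and 12.4 ± 2.59 in H. For up-regulated genes, plasma membrane held 100 against 98.1, plasmodesma 32 against 25.4 and protein serine/threonine kinase activity 30 against 26.3 (adjusted p = 1 for each).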

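Pseudo-response regulator 5 (Gh_Sca013634G01), a clock repressor of LHY, rose in the leaf, with 0.665 ± 0.190 in A, 1.85 ± 0.622 in B and 34.7 ± 6.27 in H (SD, n = 3), log2 differences of 4.41 and 3.66 (adjusted p = 1.99e-11 and 3.06e-10 from limma). Circadian rhythm - plant held 26 up-regulated genes against 7.11 expected (1-sided hypergeometric test, adjusted p = 1.84e-06), among them 6 of pseudo-response regulator 7 and 5 of regulator 5. Plant-pathogen interaction held 31 against 28.5 and plant hormone signal transduction 31 against 27.9 (adjusted p = 1 for each). Phagosome held 19 against 8.39 (adjusted p = 0.0223).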

Enriched pathways of overdominant genes found upregulated genes were enriched in plant-pathogen interaction, plant hormone signal transduction, and circadian rhythm plant (Fig. 4a: Additional file 14). In contrast, significant pathways for downregulated genes were plant hormone signal transduction, carbon metabolism, and circadian rhythm plant (Fig. 4b: Additional file 14).

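Aldehyde dehydrogenase 11A3 (Gh_A05G0415), which oxidizes glyceraldehyde 3-phosphate without making ATP, fell in the leaf, with 247 ± 8.55 in A, 192 ± 5.91 in B and 41.8 ± 5.68 in H (SD, n = 3), log2 differences of -2.54 and -2.18 (adjusted p = 9.17e-11 and 1.25e-09 from limma). It was chosen after the values were seen. Carbon metabolism held 35 down-regulated genes against 16.1 expected (1-sided hypergeometric test, adjusted p = 0.000453), with 5 aldehyde dehydrogenase 11A3 and 4 glyceraldehyde-3-phosphate dehydrogenase B genes. Plant hormone signal transduction held 41 against 24.4 (adjusted p = 0.013), with 7 AUX/IAA genes. Circadian rhythm - plant held 23 against 6.22 (adjusted p = 1.05e-05), 13 of them Homeodomain-like. Starch and sucrose metabolism held 35 against 15.6 (adjusted p = 0.000317).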

**Fig. 4:**
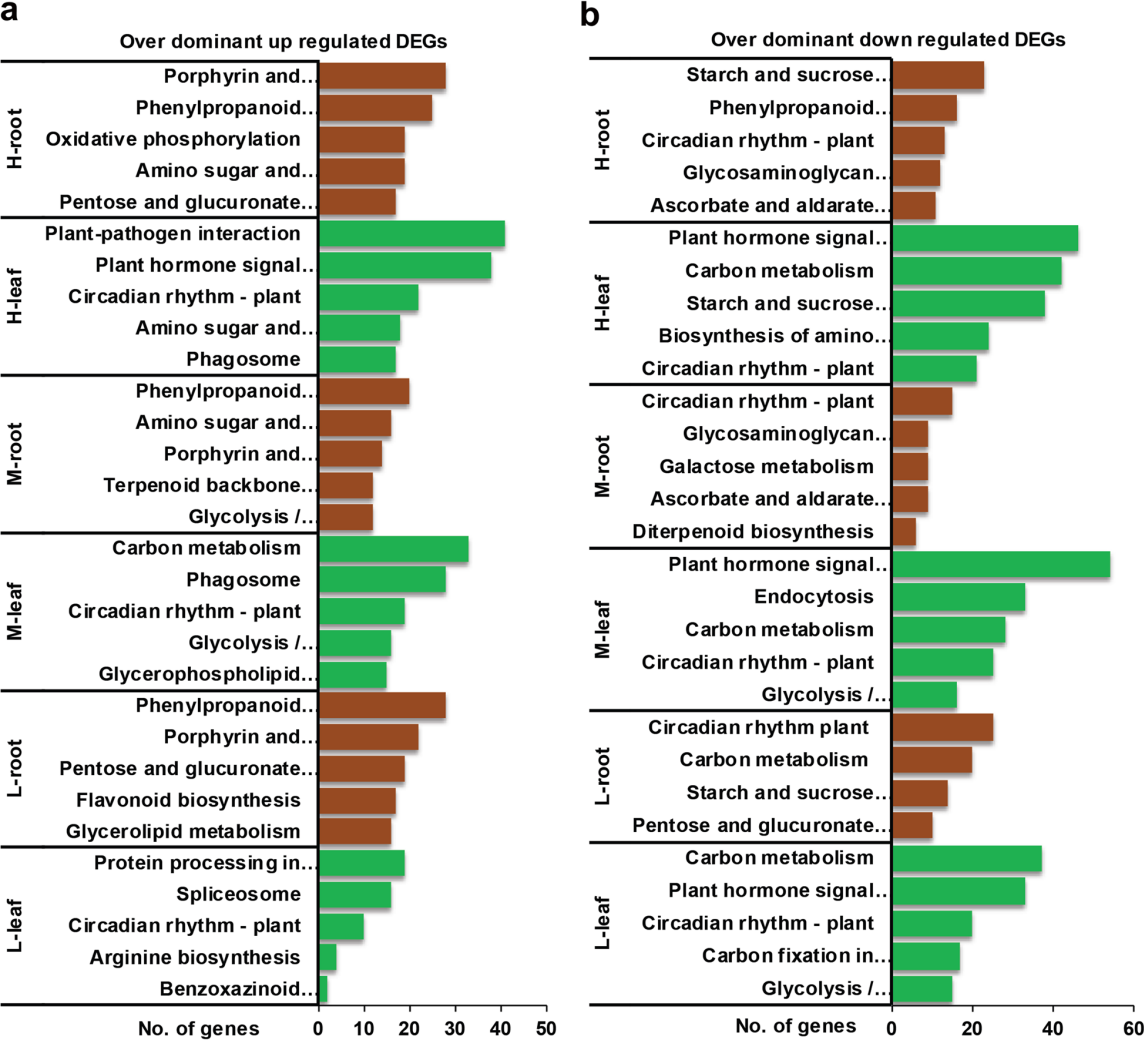
Enriched pathways of overdominant DEGs in root and leaf of F_1_ hybrids. H: High, M: Medium, and L: Low **a** Pathways of upregulated overdominant DEGs. **b** Pathways of downregulated overdominant DEGs

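Thiazole biosynthetic enzyme gene Gh_A01G0581, of thiamine synthesis, had 3.09 ± 0.318 in A, 3.38 ± 0.499 in C and 21.6 ± 1.54 in M (SD, n = 3) in the root of M, log2 differences of 2.47 and 2.37 (adjusted p = 1.66e-09 and 2.72e-09 from limma). This gene was picked after the values were seen. Extracellular region held 37 up-regulated genes against 15.2 expected (1-sided hypergeometric test, adjusted p = 0.000366). Oxidation-reduction process held 39 against 14.6 (adjusted p = 3.01e-05), with 6 peroxidase and 2 alcohol dehydrogenase 1 genes. Plasma membrane held 66 against 49.9 (unadjusted p = 0.0103, adjusted p = 0.487).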

The results of GO enrichment analysis of overdominant genes in the root of medium hybrid (M) compared with its parents uncovered that upregulated genes were enriched in plasma membrane, extracellular region and oxidation-reduction process. In contrast, downregulated genes were involved in following functions e.g. integral component of the plasma membrane and response to salt stress (Additional file 27: Figure S3b: Additional file 15). 

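Integral component of plasma membrane held 34 down-regulated genes against 4.24 expected (1-sided hypergeometric test, adjusted p = 6.54e-18), 6 of them plasma membrane intrinsic protein 2. Response to salt stress held 23 against 6.81 (adjusted p = 9.99e-05), and 12 of its genes are Homeodomain-like. Sulfate transporter 1;3 (Gh_A05G1970), chosen after the values were seen, had 98.8 ± 9.41 in A, 93.6 ± 24.4 in C and 27.1 ± 17.7 in M (SD, n = 3), with adjusted p = 0.00236 and 0.00494 from limma.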

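O-methyltransferase 1 (Gh_D12G2369), which methylates lignin precursors, had 0.765 ± 0.269 in A, 0.369 ± 0.217 in C and 13.1 ± 2.44 in M (SD, n = 3) in the root, log2 differences of 3.00 and 3.36 (adjusted p = 2.29e-05 and 8.35e-06 from limma). SGNH hydrolase-type esterase Gh_A08G0481 had 1.42 ± 0.378 in A, 1.15 ± 0.373 in C and 10.8 ± 1.91 in M, and both were chosen after the values were seen. Phenylpropanoid biosynthesis held 19 up-regulated genes against 4.98 expected (1-sided hypergeometric test, adjusted p = 4.63e-05). Porphyrin and chlorophyll metabolism held 14 against 2.97 (adjusted p = 8.21e-05), with 8 GDSL-like lipases among the latter. Amino sugar and nucleotide sugar metabolism held 7 against 7.06 (adjusted p = 1).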

Pathway enrichment analysis of overdominant genes found upregulated genes were enriched in phenylpropanoid biosynthesis, amino & nucleotide sugar metabolism, and porphyrin & chlorophyll metabolism (Fig. 4a: Additional file 16). 

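Aquaporin gene Gh_D09G1409 (plasma membrane intrinsic protein 2A), chosen after the values were seen, had 264 ± 19.0 in A, 272 ± 7.24 in C and 109 ± 17.8 in M (SD, n = 3) in the root, log2 differences of -1.27 and -1.32 (adjusted p = 1.64e-06 and 1.44e-06 from limma). Glycosaminoglycan degradation held 14 down-regulated genes against 1.6 expected (1-sided hypergeometric test, adjusted p = 5.35e-08). The circadian rhythm pathway held 19 against 3.05 (adjusted p = 3.39e-08), 12 of them Homeodomain-like. Ascorbate and aldarate metabolism held 9 against 2.95 (unadjusted p = 0.00298, adjusted p = 0.0935).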

For downregulated genes, enriched pathways were circadian rhythm plant, glycosaminoglycan degradation, and ascorbate and aldarate metabolism (Fig. 4b: Additional file 16). GO enrichment analysis of overdominant genes in leaf of M hybrid revealed most of upregulated genes performed functions related to chloroplast, chloroplast stroma, and plastid. However, downregulated genes involved in the following functions such as chloroplast, protein binding, and ATP binding (Additional file 27: Figure S3b: Additional file 17). 

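Phosphomethylpyrimidine synthase thiaminC (Gh_D03G1125), of the pyrimidine branch of thiamine synthesis, had 1.24 ± 0.0758 in A, 0.986 ± 0.286 in C and 67.0 ± 14.5 in M (SD, n = 3) in the leaf, log2 differences of 4.90 and 5.09 (adjusted p = 2.42e-12 and 2.4e-12 from limma). It was chosen after the values were seen. Chloroplast held 178 up-regulated genes against 111.3 expected (1-sided hypergeometric test, adjusted p = 5.68e-08). Chloroplast stroma held 58 against 24.3 (adjusted p = 3.66e-07), with 5 thiazole biosynthetic enzyme genes among the stroma genes. Plastid held 18 against 12.8 (adjusted p = 1).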

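Rubisco activase Gh_D06G1799, which keeps the carbon-fixing enzyme active, fell, with 2672 ± 250 in A, 2165 ± 47.1 in C and 557 ± 26.3 in M (SD, n = 3), log2 differences of -2.26 and -1.96 (adjusted p = 8.81e-10 and 8.65e-09 from limma). The gene was chosen after the values were seen. Chloroplast held 181 down-regulated genes against 108 expected (1-sided hypergeometric test, adjusted p = 5.11e-10), 5 of them rubisco activase. Protein binding held 62 against 76.8 and ATP binding 55 against 54.4 (adjusted p = 1 for each).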

Pathway enrichment analysis of overdominant genes revealed most of upregulated genes were found in carbon metabolism, phagosome, and circadian rhythm plant (Fig. 4a: Additional file 18). On the other hand, downregulated genes were enriched in planted hormone signal transduction, endocytosis, and carbon metabolism (Fig. 4b: Additional file 18).

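Pseudo-response regulator 7 (Gh_D11G3288), a clock repressor of LHY, rose in the leaf of M, with 4.24 ± 0.705 in A, 7.41 ± 0.613 in C and 12.6 ± 1.55 in M (SD, n = 3), log2 differences of 1.38 and 0.69 (adjusted p = 1.46e-07 and 0.000429 from limma). The circadian rhythm pathway held 26 up-regulated genes of M against 7.82 expected (1-sided hypergeometric test, adjusted p = 1.23e-05), 5 of regulator 7 and 4 of regulator 5. Phagosome held 28 against 9.23 (adjusted p = 1.34e-05), with 7 cysteine proteinases and 8 beta-6 tubulin genes. Carbon metabolism held 21 against 20.2 (adjusted p = 1).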

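Aldehyde dehydrogenase 11A3 (Gh_Sca078461G01), an enzyme of triose phosphate oxidation, fell in the leaf of M, with 73.3 ± 5.43 in A, 47.6 ± 3.42 in C and 4.41 ± 1.67 in M (SD, n = 3), log2 differences of -3.82 and -3.21 (adjusted p = 2.3e-07 and 3.06e-06 from limma). Carbon metabolism held 47 down-regulated genes against 22.6 expected (1-sided hypergeometric test, adjusted p = 7.01e-05). Plant hormone signal transduction held 44 against 34.3 (adjusted p = 0.309) and endocytosis 18 against 28.4 (adjusted p = 1). The circadian rhythm pathway held 27 against 8.73 and glycosaminoglycan degradation 18 against 4.08 (adjusted p = 1.5e-05 for each).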

GO enrichment analysis of overdominant genes in the root of low hybrid (L) compared with its parents found following enriched terms e.g. plasma membrane, extracellular region, and oxidation-reduction process. 

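GDSL-like lipase Gh_A11G0289, chosen after the values were seen, had 1.70 ± 0.123 in A, 1.09 ± 0.142 in D and 15.9 ± 8.24 in L (SD, n = 3) in the root, log2 differences of 2.54 and 2.91 (adjusted p = 6.08e-06 and 1.67e-06 from limma). Extracellular region held 78 up-regulated genes against 25.3 expected (1-sided hypergeometric test, adjusted p = 3.06e-15), with 13 GDSL-like lipase, 10 pectin lyase-like and 10 peroxidase genes. Oxidation-reduction process held 69 against 24.2 (adjusted p = 7e-12). Plasma membrane held 93 against 82.9 (adjusted p = 1).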

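Branched-chain amino acid transaminase gene Gh_D05G2515, chosen after the values were seen, had 22.5 ± 18.1 in A, 6.40 ± 0.463 in D and 0.738 ± 0.155 in L (SD, n = 3) in the root, log2 differences of -3.07 and -2.09 (adjusted p = 0.00631 and 0.0383 from limma). Chloroplast held 115 down-regulated genes against 72.8 expected (1-sided hypergeometric test, adjusted p = 6.63e-05). Regulation of transcription held 88 against 45.9 (adjusted p = 9.99e-07) and transcription factor activity 72 against 34.3 (adjusted p = 9.4e-07), with 12 Homeodomain-like and 8 bHLH genes in the transcription set.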

The functions of downregulated genes were enriched for chloroplast, regulation of transcription/DNA-template, and transcription factor activity/sequence-specific DNA binding (Additional file 27: Figure S3c: Additional file 19). 

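Pectin lyase-like gene Gh_A08G0501, of pectin breakdown in the wall, had 0.230 ± 0.105 in A, 0.0880 ± 0.0715 in D and 4.64 ± 2.18 in L (SD, n = 3) in the root, log2 differences of 2.13 and 2.31 (adjusted p = 1.95e-05 and 7.13e-06 from limma). This gene was picked after its values were seen. Phenylpropanoid biosynthesis held 29 up-regulated genes against 9.17 expected (1-sided hypergeometric test, adjusted p = 2.32e-06). Porphyrin and chlorophyll metabolism held 17 against 5.46 (adjusted p = 0.000726) and pentose and glucuronate interconversions 21 against 7.21 (adjusted p = 0.000295), 13 of the last being pectin lyase-like.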

Enriched pathways of overdominant upregulated genes were phenylpropanoid biosynthesis, porphyrin & chlorophyll metabolism, and pentose & glucuronate interconversions (Fig. 4a: Additional file 20). On the other hand, most of downregulated genes were enriched in circadian rhythm plant, carbon metabolism, and starch & sucrose metabolism (Fig. 4b). 

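Alanine:glyoxylate aminotransferase (Gh_A05G0586), a photorespiration enzyme, fell in the root, with 42.0 ± 21.4 in A, 23.5 ± 1.66 in D and 6.16 ± 1.20 in L (SD, n = 3), log2 differences of -2.44 and -1.79 (adjusted p = 0.000412 and 0.00296 from limma). It was chosen after the values were seen. In circadian rhythm - plant were 31 down-regulated genes against 5.36 expected (1-sided hypergeometric test, adjusted p = 4.31e-13). Carbon metabolism held 30 against 14.8 (adjusted p = 0.00581). Starch and sucrose metabolism held 14 against 15.7 (adjusted p = 1).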

In the leaf of L hybrid, GO enrichment analysis of overdominant genes showed functions of upregulated genes were enriched in chloroplast, protein folding, and embryo development ending in seed. In contrast, majority of the downregulated genes were involved in cellular function of chloroplast, membrane, and chloroplast stroma (Additional file 27: Figure S3c: Additional file 21). 

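DnaJ chaperone gene Gh_D08G2193, of a family that feeds proteins to heat shock protein 70, rose in the leaf of L, with 1.33 ± 0.257 in A, 5.06 ± 1.11 in D and 29.6 ± 2.57 in L (SD, n = 3), log2 differences of 3.72 and 2.35 (adjusted p = 1.16e-11 and 9.65e-09 from limma). Chloroplast held 170 up-regulated genes against 88.2 expected (1-sided hypergeometric test, adjusted p = 1.72e-14). Protein folding held 19 against 8.43 (adjusted p = 0.0491), 11 of the last being DnaJ-type genes. Embryo development ending in seed dormancy held 17 against 10.3 (unadjusted p = 0.0308, adjusted p = 0.477).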

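Ferric reduction oxidase 7 (Gh_A10G1862), which reduces iron at the chloroplast membrane, fell, with 21.7 ± 3.13 in A, 19.7 ± 3.77 in D and 3.23 ± 0.0240 in L (SD, n = 3), log2 differences of -2.42 and -2.27 (adjusted p = 1.64e-06 and 8.35e-06 from limma). The gene was picked after its values were seen. Chloroplast held 142 down-regulated genes against 67.5 expected (1-sided hypergeometric test, adjusted p = 1.49e-15). Chloroplast stroma held 60 against 14.7 (adjusted p = 8.85e-17) and membrane 46 against 24.9 (adjusted p = 0.00272), and 5 rubisco activase and 4 RbcX genes are in the stroma set.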

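CONSTANS-like 9 (Gh_D07G0867), a B-box gene of photoperiod control, rose in the leaf, with 0.445 ± 0.238 in A, 0.472 ± 0.137 in D and 3.62 ± 0.415 in L (SD, n = 3), log2 differences of 1.69 and 1.65 (adjusted p = 2.31e-07 and 9.13e-07 from limma). Circadian rhythm - plant held 19 up-regulated genes against 6.46 expected (1-sided hypergeometric test, adjusted p = 0.00132). Phagosome held 21 against 7.62 (adjusted p = 0.00132), 7 of them cysteine proteinases. Protein processing in the endoplasmic reticulum held 21 against 19.7 and spliceosome 18 against 18.2 (adjusted p = 1 for each).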

The pathway enrichment analysis of overdominant genes uncovered majority of upregulated genes were involved in protein processing in the endoplasmic reticulum, spliceosome, and circadian rhythm plant (Fig. 4a: Additional file 22). 

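Nitrite reductase 1 (Gh_D13G0396) fell in the leaf, with 38.4 ± 4.42 in A, 19.4 ± 3.20 in D and 8.64 ± 0.734 in L (SD, n = 3), log2 differences of -2.03 and -1.08 (adjusted p = 1.04e-08 and 3.92e-05 from limma). Carbon metabolism held 40 down-regulated genes against 13.8 expected (1-sided hypergeometric test, adjusted p = 9.47e-08), with 4 catalase 2 genes, which remove photorespiratory peroxide. Genes of circadian rhythm - plant were 24 against 5.34 (adjusted p = 9.47e-08), 14 of them Homeodomain-like. Plant hormone signal transduction held 27 against 21 (adjusted p = 0.547).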

For downregulated genes, enriched pathways were carbon metabolism, plant hormone signal transduction, and circadian rhythm plant (Fig. 4b: Additional file 22).

### The comparison of overdominance genes between contrasting hybrids

The results of KEGG revealed that most of the overdominant genes of high, medium and low hybrids relative to their parents were enriched in similar pathways. 

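Among genes overdominant in all 3 hybrids and in 1 direction, porphyrin and chlorophyll metabolism held 11 up-regulated root genes against 1.31 expected (1-sided hypergeometric test, adjusted p = 1.07e-05) and phenylpropanoid biosynthesis 9 against 2.2 (adjusted p = 0.0121). The down-regulated root genes were led by circadian rhythm - plant (14 against 1.62, adjusted p = 1.15e-07) and glycosaminoglycan degradation (10 against 0.852, adjusted p = 9.22e-07), where all 10 are plasma membrane aquaporin genes. In the leaf, phagosome held 17 up-regulated genes against 4.8 (adjusted p = 0.000316), with cysteine proteinase Gh_D11G1083 at 1.92 ± 0.157 in A, 3.82 ± 0.0787 in D and 9.86 ± 0.534 in L (SD, n = 3), and circadian rhythm - plant 16 against 4.07 (adjusted p = 0.000236). Down-regulated leaf genes held 28 of carbon metabolism against 9.39 (adjusted p = 1.04e-05), 19 of circadian rhythm - plant against 3.63 (adjusted p = 6.14e-07), and 18 of plant hormone signal transduction against 14.3 (adjusted p = 0.914). The proteinase gene was chosen after the values were seen.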

We performed comparison analysis between high, medium and low hybrids to see unique and common overdominant expressed genes in the above mentioned pathways. 

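By the pattern rule, 523 root genes (289 up, 234 down) and 1046 leaf genes (626 up, 420 down) were overdominant in H, M and L alike. No gene in simulated unchanged groups was, which follows from that setting at the adjusted limit. The root split turned to 241 up and 268 down with quantile normalization and to 220 and 224 without replicate 1 of L. Pathway-listed genes of the study number 28 tested in root and 44 in leaf, of which 20 root genes (15 up and 5 down) and 36 leaf genes (33 down and 3 up) were overdominant in all 3 hybrids here, and 7 and 7 in 2 of them. These lists were chosen on the same libraries and are not independent evidence of direction. Aldehyde dehydrogenase 11A3 genes in the leaf belong to the down-regulated part, as Gh_A05G0415, named after its values were seen, does in L, at 34.0 ± 5.44 (SD, n = 3).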

The results showed that 44 genes in leaf and 29 genes in root were common in comparison of all hybrids (Additional file 28: Figure S4: Additional file 23). On the other hand, many genes were also overlapped between comparisons of two hybrids. 

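Genes overdominant in the same direction in H and M numbered 734 in root and 1344 in leaf, in H and L 764 and 1190, and in M and L 709 and 1337. Those found in H alone were 583 and 790, in M alone 401 and 1088, and in L alone 950 and 386, and 1 root gene and 3 leaf genes moved in opposite directions. Laccase 3 Gh_D03G1367 rose in the root of H by 2.53 and 2.46, M by 1.37 and 1.22 and L by 2.08 and 1.88 against the female and the male parent (log2 differences).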

The reason behind these results might be the common female parent in hybrids. The expression level of genes that showed overdominant expression in all hybrids relative to their inbred parents is presented in Fig. 5. We found most of root genes were belonging to circadian rhythm, phenylpropanoid biosynthesis, and porphyrin & chlorophyll metabolism, while leaf genes were enriched in circadian rhythm, plant hormone signal transduction, and carbon metabolism. Majority of these genes were involved in functions related to DNA binding, oxidation-reduction process, heme binding, and response to oxidative stress (Additional file 29: Figure S5). 

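Of the 20 root genes of the study's common list that were overdominant in all 3 hybrids here, 10 carry porphyrin and chlorophyll metabolism, 5 circadian rhythm - plant, 5 phenylpropanoid biosynthesis and 8 terpenoid backbone biosynthesis. Of the 36 leaf genes, 13 carry plant hormone signal transduction, 11 carbon metabolism and 11 circadian rhythm - plant, and 7 glycolysis. GDSL-like lipase genes carry the porphyrin and the terpenoid labels, among them Gh_D10G0915, whose root FPKM in M was 14.3 ± 0.950 (SD, n = 3).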

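DNA binding is carried by 6 of the 20 root and 14 of the 36 leaf genes, and heme binding, response to oxidative stress and oxidation-reduction process by 3 root genes each. Extracellular region has 11 root genes, and nucleus 22 and response to auxin 11 leaf genes. The peroxidase gene Gh_A09G1415, which uses peroxide to oxidize phenols, is in the oxidative group, at 43.2 ± 2.13 in A (SD, n = 3) and 148 ± 31.3 in M.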

We presumed phenomenal changes in these pathways associated genes may be transformed biomass vigor in hybrids of cotton.

**Fig. 5:**
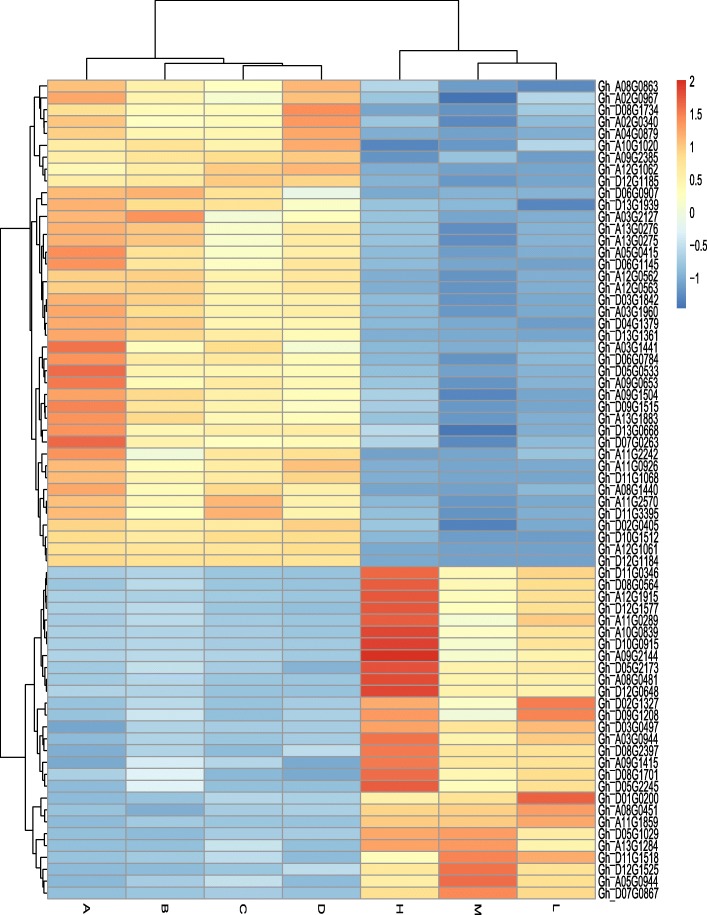
Expression heatmap of all common overdominance genes of F_1_ hybrids. H: High, M: Medium, L: Low, A, B, C, and D represent four inbred parents

### The circadian rhythm, metabolic processes, and biomass vigor

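In the root, 10 of 24 LHY-type genes were lower in the hybrids and 0 higher, while in the leaf 12 of 23 were lower and 2 higher (Gh_A11G0102 and Gh_D11G0117, log2 differences of 2.01 and 2.06). Regulator 7 of the pseudo-response family rose in the leaf, with Gh_A11G2902 by 1.58 and Gh_A09G1502 by 1.18, and regulator 5 with Gh_D11G0156 by 1.74, against -0.78 for Gh_D11G0156 in the root. Gigantea genes (Gh_A02G0645 and Gh_D02G0690), of an evening clock protein, had log2 differences of -0.68 and -0.55 in root and 0.75 and 0.59 in leaf, under the threshold of 1. Of the list of pseudo-response regulators 8 of 14 were higher and 0 lower in leaf and 1 and 0 of 13 in root, with the same counts adjusted over the list alone (limma fry adjusted p = 3.47e-11 and 0.00622, camera adjusted p = 4.72e-08 and 0.302, adjusted p = 0.0708 and 0.742 with an estimated correlation). Among libraries of lower Q20 the fry direction in root was lower (adjusted p = 0.000286). The clock groups by KEGG orthology and their example genes were chosen after the values were seen.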

Through compression analysis between hybrids, we found circadian rhythm plant pathway contained many overdominant genes in root and leaf of all hybrids. 

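LHY is a morning MYB repressor of the plant clock. Gh_A11G0926 had root FPKM of 34.4 ± 5.64 and 5.21 ± 1.05 in the inbreds (SD, n = 12) and hybrids (SD, n = 9), Gh_A12G1061 41.8 ± 2.71 and 10.8 ± 1.38, Gh_A12G1062 65.8 ± 7.26 and 29.8 ± 2.42, Gh_D12G1185 58.6 ± 3.79 and 26.3 ± 2.21, Gh_D12G1184 37.9 ± 1.92 and 9.06 ± 0.908 and Gh_D11G1068 25.6 ± 3.51 and 3.03 ± 0.540. Log2 differences were -2.51, -1.86, -1.12, -1.13, -1.96 and -2.72 (adjusted p = 1.05e-12, 1.92e-12, 7.3e-11, 3e-12, 1.93e-14 and 7.89e-15 from limma), and all 9 hybrid libraries lay below all 12 inbred libraries for each gene. The paper's list was chosen on these samples, so its 6 of 6 lower genes are not independent evidence of direction.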

Genes in this pathway had tissue-specific expression except of three (*Gh_A12G1061, Gh_A12G1062,* and *Gh_D12G1185*)*.* In this pathway, six genes (*Gh_A11G0926, Gh_A12G1061, Gh_A12G1062, Gh_D12G1185, Gh_D12G1184,* and *Gh_D11G1068*) related to MYB domain transcription factor, encoding LHY protein showed downregulation in root of hybrids (Additional file 30: Figure S6). In contrast, five genes (*Gh_A12G1061, Gh_A12G1062, Gh_D12G1185, Gh_A09G1504*, and *Gh_D09G1515*) encoding LHY protein showed downregulated expression in leaf of hybrids. 

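In the leaf Gh_A12G1061 had 65.0 ± 14.0 and 7.11 ± 1.52 FPKM in the inbreds (SD, n = 12) and hybrids (SD, n = 9), Gh_A12G1062 160 ± 21.5 and 42.5 ± 6.22, Gh_D12G1185 122 ± 19.4 and 22.6 ± 3.47, Gh_A09G1504 17.3 ± 2.62 and 5.81 ± 1.99 and Gh_D09G1515 13.2 ± 2.93 and 3.49 ± 1.26. Their log2 differences were -3.02, -1.89, -2.38, -1.47 and -1.69. Gh_A11G0926, Gh_D12G1184 and Gh_D11G1068 were lower in the leaf as well, by log2 differences of -3.84, -3.56 and -3.49 (adjusted p = 1.63e-16, 2.4e-16 and 1.69e-16 from limma), and Gh_A09G1504 and Gh_D09G1515 were lower in root by -0.64 and -0.76, under the threshold of 1. The 5 genes named above come from a list chosen on these samples, and 5 of 5 were lower.

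**Figure D2:**
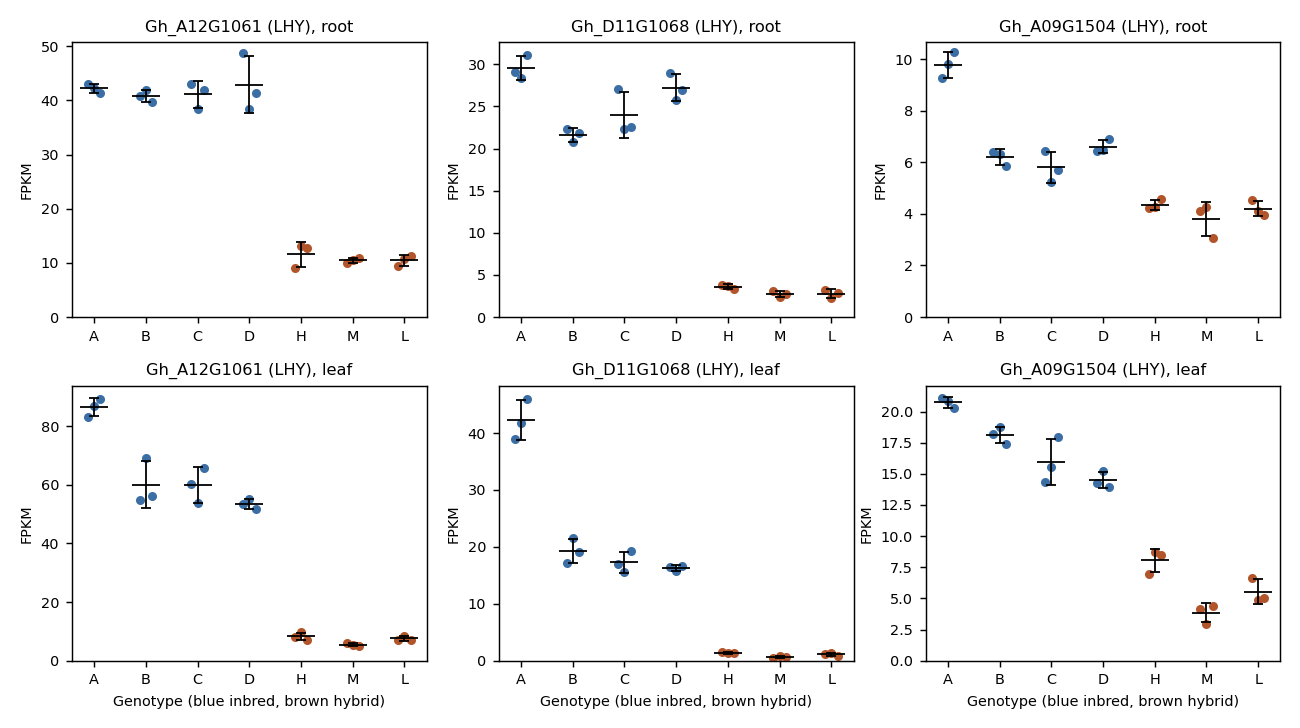
FPKM of Gh_A12G1061, Gh_D11G1068 and Gh_A09G1504 per library with mean ± SD in the root (top) and leaf (bottom) of A, B, C, D (blue) and H, M, L (brown).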

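B-box genes of the CONSTANS-like family act in day-length responses. Gh_A08G0451 had leaf FPKM of 0.432 ± 0.203 and 1.72 ± 0.332 in inbreds (SD, n = 12) and hybrids (SD, n = 9), Gh_D01G0200 0.644 ± 0.200 and 2.25 ± 0.709, Gh_D07G0867 0.531 ± 0.172 and 3.88 ± 0.793 and Gh_D11G1518 1.000 ± 0.276 and 3.35 ± 0.992. Their log2 differences were 0.93, 0.97, 1.67 and 1.10 (adjusted p = 5.63e-07, 1.57e-07, 3.63e-11 and 3.92e-08 from limma), so 2 of 4 passed the threshold. Gh_D07G0867 was overdominant in H, M and L, Gh_A08G0451 in H and L, and Gh_D01G0200 and Gh_D11G1518 in M and L. The list was chosen on these samples and is not independent evidence of direction, and Gh_D13G1939 (CONSTANS-like 4) was lower in the root by -0.76.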

The results indicated four genes (*Gh_A08G0451, Gh_D01G0200, Gh_D07G0867,* and *Gh_D11G1518*) associated with transcript factor CO-like showed upregulation in leaf of hybrids (Additional file 30: Figure S6). 

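Gh_A05G0944 and Gh_D05G1029, genes whose product aids protein import into chloroplasts, had leaf FPKM of 0.218 ± 0.231 and 1.52 ± 0.552 and 0.197 ± 0.146 and 1.88 ± 0.702 in inbreds (SD, n = 12) and hybrids (SD, n = 9), log2 differences of 1.04 and 1.24 (adjusted p = 1.88e-06 and 1.72e-07 from limma). The list was chosen on these samples, and 2 of 2 were higher. Pseudo-response regulator 9 genes (Gh_A11G0920 and Gh_D11G3525), chosen after the values were seen, had log2 differences of -0.98 and -0.92 in root and -0.68 and -0.82 in leaf.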

Genes (*Gh_A05G0944* and *Gh_D05G1029*) named as CIA2 (CHLOROPLAST IMPORT APPARATUS 2) associated with PSEUDO-RESPONSE REGULATOR9 (PRR9) also showed similar results in leaf of hybrids (Additional file 29: Figure S5). In addition to circadian rhythm, several genes (*Gh_A03G0944, Gh_A09G1415, Gh_A11G1859, Gh_A12G1915,* and *Gh_D02G1327*) in phenylpropanoid biosynthesis related to peroxidase superfamily protein, and many genes from porphyrin &chlorophyll metabolism showed upregulated expressions in root of hybrids. Furthermore, many genes of plant hormone signal transduction pathways linked to AUX/IAA transcriptional regulator family protein and genes from carbon metabolism pathway also found with downregulated expressions in leaf of hybrids. 

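Peroxidases oxidize phenols in lignin formation. Gh_A03G0944 had root FPKM of 0.403 ± 0.236 and 2.17 ± 0.761 in inbreds (SD, n = 12) and hybrids (SD, n = 9), Gh_A09G1415 59.1 ± 20.2 and 168 ± 31.2, Gh_A11G1859 1.32 ± 0.196 and 3.85 ± 0.510, Gh_A12G1915 0.776 ± 0.428 and 3.46 ± 1.24 and Gh_D02G1327 0.386 ± 0.165 and 2.23 ± 1.14. Log2 differences were 1.16, 1.54, 1.06, 1.31 and 1.16 (adjusted p = 1.16e-06, 9.54e-10, 5.61e-09, 2.67e-06 and 1.77e-06 from limma), and the list was chosen on these samples. Of 121 peroxidase genes tested in root, 15 were higher and 1 lower in the hybrids (fry adjusted p = 0.0012, camera adjusted p = 0.586, adjusted p = 0.774 with an estimated correlation).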

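AUX/IAA proteins repress auxin responses. Gh_D10G1512 had leaf FPKM of 6.90 ± 1.80 and 1.74 ± 0.472 in inbreds (SD, n = 12) and hybrids (SD, n = 9), and Gh_D02G0405 7.07 ± 1.20 and 2.28 ± 0.789 (log2 differences -1.52 and -1.32, adjusted p = 1.68e-11 and 1.92e-08 from limma). Of 52 tested in leaf 6 were lower and 0 higher (fry adjusted p = 1.2e-08, camera adjusted p = 3.42e-08, adjusted p = 0.0231 with an estimated correlation), while in root 0 of 54 passed. Of 34 nitrogen uptake and assimilation genes 5 were lower in leaf and 0 higher (camera adjusted p = 0.000131, adjusted p = 0.0708 with an estimated correlation). The 44 leaf genes of the common list in the study, of which 35 were lower and 5 higher, were chosen on these samples.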

To be concise, all these results suggest genes in circadian rhythm together with other metabolic process performed overdominance that might change root and leaf growth, and ultimately lead to altered biomass vigor in hybrid cotton.

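The authors sorted expression into patterns, took the pathways of the overdominant genes, and compared them among the 3 hybrids. From clock genes with LHY lower and CO-like genes higher, with peroxidase genes up in roots and auxin and carbon genes down in leaves, the paper proposes that circadian and metabolic overdominance might change organ growth and biomass. Of the LHY-type genes 10 of 24 in root and 12 of 23 in leaf were lower in the hybrids, and 2 in leaf were higher. The leaf also had lower nitrite and nitrate reductase (Gh_A13G0352 and Gh_D01G1872) and higher pseudo-response regulator 5 (Gh_Sca013634G01). In the root, low-oxygen genes were higher in 2 of 19 (alcohol dehydrogenase 1), with fry adjusted p = 7.37e-06 and adjusted p = 0.503 with an estimated correlation. Photosynthesis genes were 1 higher and 4 lower of 146 in leaf (camera adjusted p = 0.00039, adjusted p = 0.219 with an estimated correlation), and ribosomal protein genes 5 higher and 3 lower of 751. No growth measurement is among the files used here, so the link from these genes to biomass is not tested here.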

### qRT-PCR analysis

Twelve overdominant genes from circadian rhythm plant were selected to validate RNA-seq data by real-time qRT- PCR analysis. All selected genes had overdominance expression in high, medium, and low hybrids relative to their parents in RNA-seq results. 

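Of the genes the study picked, Gh_A12G1061, Gh_D12G1184 and Gh_D11G1068 were overdominant in the root of all 3 hybrids, and Gh_D07G0867, Gh_A05G0944 and Gh_D05G1029 in the leaf. Gh_A12G1062 was overdominant in 2 hybrids in the root, and Gh_D12G1525 (FKF1, a light-sensing F-box protein) in 2 in the leaf with a log2 difference of 1.51. Gh_D13G1939 was overdominant in none, with a log2 difference of -0.76 in the root (adjusted p = 0.000521 from limma), and its FPKM was 2.27 ± 0.744 and 0.915 ± 0.382 in inbreds (SD, n = 12) and hybrids (SD, n = 9). These genes were chosen by the study on these samples and are not independent evidence of direction.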

We selected five genes (*Gh_A12G1061, Gh_A12G1062, Gh_D12G1184, Gh_D11G1068,* and *Gh_D13G1939*) from root and one gene (*Gh_A09G1504*) from leaf with downregulated expressions in hybrids, while six genes (*Gh_A08G0451, Gh_D01G0200, Gh_D11G1518, Gh_D05G1029 Gh_D07G0867, Gh_A05G0944, and Gh_D12G1525*) were selected from leaf with upregulated expressions in hybrids. It was found that the expression trends as calculated by qRT-PCR were consistent with RNA-seq data, thus confirming the accuracy of the RNA-seq results in this study (Fig. 6).

**Fig. 6:**
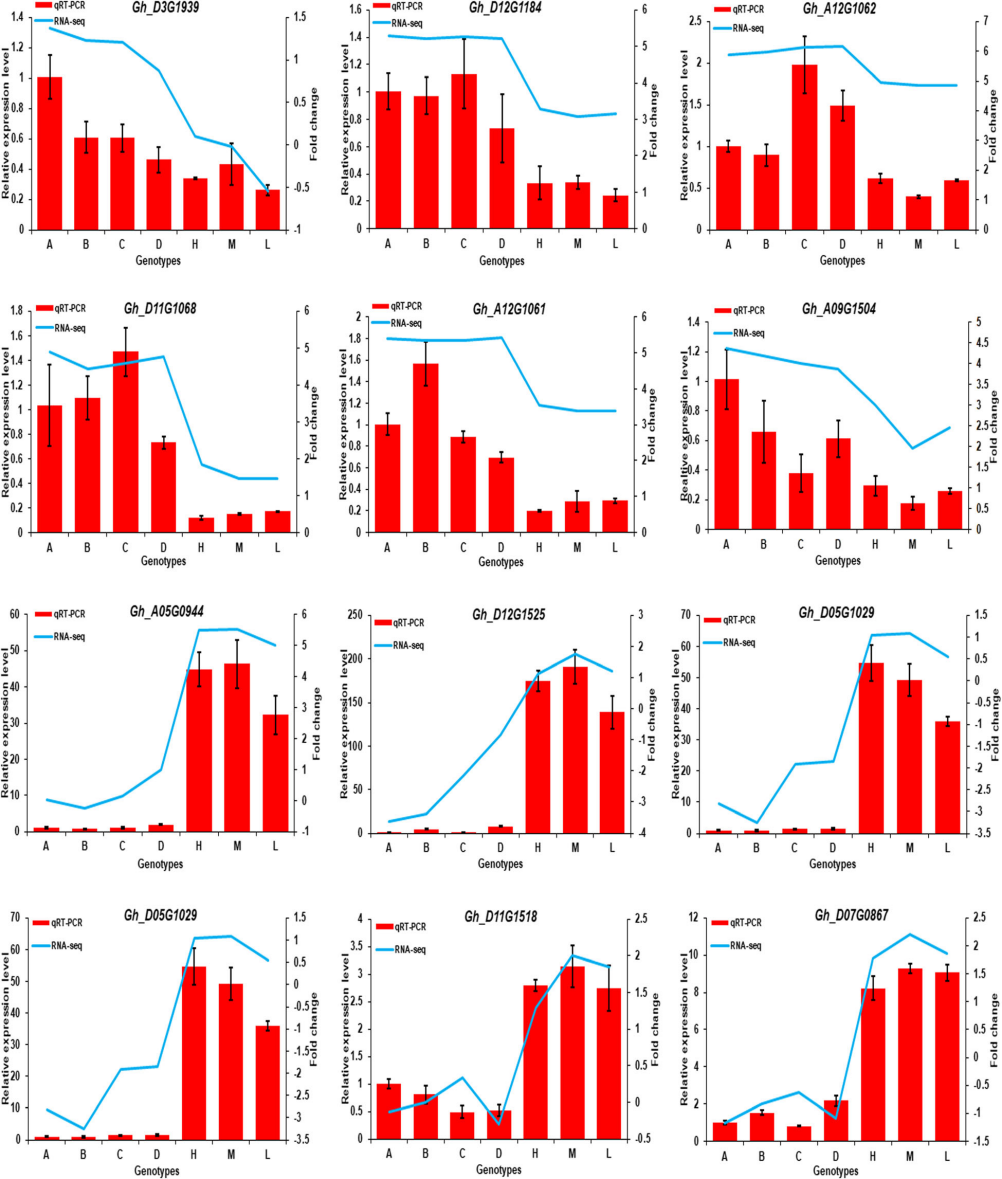
qRT-PCR of 12 DEGs involved in the circadian rhythm pathway and showed overdominance performance in all hybrids relative to their parents. In each figure, H: High, M: Medium, L: Low and A, B, C, and D represents four inbred parents. First five genes represent expression in root, while later genes represent expression in leaf

## Discussion

### Overview of early biomass vigor and transcriptome sequence

Heterosis refers to the superiority of offspring in the desired character or traits than either parent. Hybrid breeding effectively utilized the magic of heterosis to produce better quality and quantity of crops worldwide. Both intraspecific and interspecific crosses of cotton showed heterosis in yield contributing traits. However, success of significant heterosis in intraspecific crosses of upland cotton is not an easy task for breeders. Despite different complexities, our team has successfully developed nine upland cotton hybrids. To be honest, researchers are working hard to resolve the complex genetic basis of crop heterosis. Still, a lot of efforts are required particularly in the complex genome of tetraploid cotton. The biomass produced during the early stages of growth plays significant role in yield increments in plants. Keeping this in view, we performed this comprehensive study to investigate the genetic basis of early biomass heterosis in hybrid cotton by comparative transcriptome analysis of contrasting hybrids and their inbred parents.

In this study, three intraspecific upland cotton hybrids varying in yield heterosis named as high (H), medium (M) and low (L) hybrids and their inbred parents were used to investigate early biomass heterosis. According to the results of the field evaluation, these hybrids showed phenotypic heterosis in biomass accumulation than both parents during the early stage of seedlings growth. More biomass accumulation in high hybrid possibly related to more efficiency in nutrient uptake and photosynthetic process. Moreover, early growth advantages seem to be important to achieve heterosis in other traits. A previous research found intraspecific hybrid plants produced extreme phenotypes than both parents in the diversity of traits such as morphology, physiology, and biochemical attributes of tissues or organs [42]. A study in rice measuring the seedling traits observed that hybrids showed mid and better parent heterosis in all seedling traits expect height [30]. Wheat hybrids showed strong hybrid vigor compared to both inbred lines during the seedling stage [34]. Increased cotyledon size was recorded even a few days after sowing in Arabidopsis hybrids [43].

As a genetic perspective, the root and leaf transcriptome sequencing was performed to generate large scale cDNA sequence data and profile transcriptome changes in contrasting hybrids and their inbred parents. The trancriptomic data uncovered that total number of expressed genes were somehow higher in hybrids than all parents especially in root. More expressed genes in hybrids may have a relationship with an altered role in the diversity of key functions including anchorage the plant, absorption of water and nutrients, photosynthetic process, and many other metabolic processes. Root arises first from radical, so more expressed genes may be having a correlation with more functional changes during the early stage. The root vigor during early stages of seedling growth has been documented in hybrids of maize and wheat [44, 45]. In this study, comparative analysis among hybrids and parents showed many DEGs in hybrids compared with either parent in both root and leaf tissues. However, comparisons of parents had only limited number of DEGs, thus indicating similarity in their genomic constituent. These results predict crossing of genetically similar inbred lines leads to changes in the genetic organization of hybrids. At the early stages of growth, these changes caused differential expression of genes as a consequence biomass heterosis has witnessed in hybrids. The results of many recent studies reported differences in genomic expressions between hybrids and parental lines have a direct relationship with the level of heterosis [46, 47]. Therefore, superior performance is supposed to be the result of global differences of gene expressions between homozygous inbred lines and heterozygous hybrids.

### Overdominant gene expressions mediate early biomass vigor in cotton

To assess the gene expression patterns in hybrids compared with parents, the expressions of DEGs in F_1_ hybrids are statistically divided into 12 groups. We observed expression of few genes was additive in both tissues of hybrids. The male or female parent like expression groups also had few numbers of genes. In contrast to our results, it was stated in cotton that synthetic and natural allopolyploids showed expression level dominance and follow the expression patterns of one of two diploids parents [41, 48]. However, Yoo et al.*,* [40] suggested that these changes became more balanced in natural allopolyploid cotton on evolutionary timescale by higher rates of novel gene expression patterns as well as homoeolog silencing. They also found domesticated cotton had more novel expressed genes than its wild mate. Therefore, provides striking evidence that strong artificial selection leads to new gene expression patterns in crops. In our study, the expression patterns of most DEGs were overdominant in both tissues of contrasting hybrids. These results demonstrated that there are higher expressions of heterozygous alleles in the hybrids that altered the biomass vigor in hybrids relative to their parents. Previously, Zhao et al.*,* [49] researched the mechanism of cotton heterosis during four different growing and developmental stages. They observed quantitative and qualitative gene expressions between hybrids and parents and suggested overdominant gene expressions had a positive influence on heterosis. Incomplete dominance of deleterious alleles contributes extensively to trait variation and heterosis in maize [50]. In rice, a study to dissect the genetic basis of 38 agronomic traits concluded numerous superior alleles with positive dominance effect caused heterotic phenotypes [51]. However, a recent study reported allelic specific expression or imbalance expression of two parental alleles in hybrids caused heterosis in rice [52].

### Circadian clock and metabolic genes play critical role in early biomass vigor of cotton

To a particular interest, the functions of most of the overdominant genes in hybrids were enriched to chloroplast, protein binding, plasma membrane, extracellular region, and responses to stress. The result of KEGG analysis exposed most of the overdominant genes of contrasting hybrids relative to their parents were enriched in similar pathways. These pathways were circadian rhythm, phenylpropanoid biosynthesis, porphyrin & chlorophyll metabolism, plant hormone signal transduction, and carbon metabolism. Interestingly, many genes involved in circadian rhythm plant had overdominant expressions in hybrids in both root and leaf. qRT-PCR results also verify this (Fig. 6). Circadian clock controls biological processes of plants through transcriptional and post transcriptional regulation of many output processes [53, 54]. For example, genes expression changes in circadian rhythm have an influence on photosynthesis, carbohydrate, and accumulation of chlorophyll, starch and sugar. Through repression facilitated by evening loop protein complex, this clock also regulates hypocotyl growth and flowering in plants [55]. Many genes in our study related to MYB domain transcription factor, LHY encoding protein showed downregulated expressions in both tissues of hybrids. In contrast, two genes named CIA2 had upregulated expressions in leaf. These two genes are associated with morning loop protein complex known as PRR9. These results predict that changes in circadian clock-associated genes might lead to the more rapid growth of root and leaf in hybrids compared with parents.

It is a well-known fact that in the morning-phased loop, LHY and CCA1 (CIRCADIAN CLOCK ASSOCIATED 1) activate the expression of PSEUDO-RESPONSE REGULATOR 7 (PRR7) and PRR9 genes to maintain clock length and amplitude in plants [56]. Ni et al.*,* [57] reported that during the day, epigenetic repression of CCA1 and LHY induced the expression of TIMING OF CAB EXPRESSION1 (TOC1), GIGANTEA (GI), and downstream genes that contain evening elements. These caused changes in circadian-mediated physiological and metabolic pathways. As a result, growth and biomass vigor were produced in allotetraploids and F_1_ hybrids of Arabidopsis. Overexpression of ZmCCA1b in maize disturbed circadian rhythms resulting in decreased chlorophyll content, plant height, and node elongation of stems thus, biomass heterosis was altered [58]. In our study, four genes associated with transcript factor CO-like showed upregulated expressions in the leaf of hybrids. These genes are believed to be involved in flowering time in response to daylight. Light responsive circadian regulators switch vegetative growth to flowering and maybe this resulting in different level of biomass vigor in hybrids. Such type of regulator in rice named as *Ghd7* affects plant height, heading date, and final yield [59]. Furthermore, CO-like genes control flowering in response to day length in Arabidopsis [60, 61]. According to our results, clock associated genes showed differential expression in a tissue-specific way as these were not common between root and leaf. Previous experimentation in Arabidopsis reported roots and shoots circadian clock is clearly different from each other, therefore plant clock is organ specific [62].

In addition to circadian rhythm, other pathways, such as plant hormone signal transduction, carbon metabolism, phenylpropanoid biosynthesis, and porphyrin & chlorophyll metabolism may also contribute to biomass vigor in cotton. As, altered expression of circadian rhythm genes also disturbs the other biological pathways such as phytohormone signaling, stress response, and energy metabolism [63]. We found many genes of AUX/IAA transcriptional regulator family protein with downregulated expressions in leaf of hybrids. Auxin hormone plays a diversity of functions in plants. It regulates leaf initiation, leaf shape, and shoots apical meristems. Genes involved in IAA biosynthesis showed decreased expression in *B. napus* hybrids and play role in hybrid vigor [27]. According to a study in Arabidopsis, the gene activity of IAA was frequently increased in hybrids that promote leaf cell numbers [64]. Furthermore, many genes of peroxidase superfamily protein showed upregulated expression in root of hybrids in our results. We assume changes in these genes may be contributing to root growth in hybrids. Peroxidases are thought to be involved in a variety of physiological functions in plants e.g. lignification, suberization, cross-linking of cell wall proteins, and wound healing. A previous study has shown peroxidase participates in auxin metabolism [65]. Cell wall related peroxidase effect the root elongation in Arabidopsis [66]. Taken together all, our result predict genes involved in circadian rhythm and other metabolic processes showed overdominance in hybrids resulting in altered biomass vigor in cotton.

## Conclusions

It is notable that F_1_ hybrids of upland cotton showed biomass vigor during the early stages of vegetative growth. The genome-wide comparative transcriptome study of hybrids and inbred lines determined many DEGs compared to either parent in root and leaf of hybrids. Further analysis indicated expression pattern of most DEGs was overdominant in both tissues of hybrids. These results strongly suggest at expression level overdominance mediate early biomass vigor in hybrids of cotton. Phenomenal changes in genes of circadian rhythm and other metabolic processes may be enabled vigorous growth of hybrids relative to their parents. However, how overdominant expressed genes involved in these pathways lead to the different level of biomass heterosis in hybrids needed further investigation. Our comprehensive study gave new insights to understand the preliminary molecular mechanism of biomass heterosis. Our results and large scale data will be potential source for further molecular research on biomass vigor in hybrid cotton.

## Methods

### Plant materials and estimation of early biomass heterosis

In 2015, our research group crossed five maternal and six paternal inbred lines to produce 30 intrapecific upland cotton hybrids with North Carolina mating design II (NCII). After two-year field experimentation at three locations, the level of heterosis for boll number per plant, boll weight, lint percentage, lint yield, and seed cotton yield were investigated in hybrids and parents. Results can be seen in our previous study [67]. According to results of the field test, when one maternal inbred line named SJ48 (denoted as A) crossed with three paternal inbred lines viz. Z98–15 (B), 851–2 (C), and DT-8 (D), these three crosses constantly produced high, medium, and low heterosis in all yield contributing traits, respectively. We selected these three stable performing F_1_ hybrids (H, M, and L) and their inbred parents for biomass study. In 2018, all seven genotypes were planted at the east cotton breeding farm of Cotton Research Institute of the Chinese Academy of Agricultural Science, Anyang, China. Randomized complete block design with three replications was used to arrange plant materials. Seeds were sown in late April. To overview phenotypic biomass heterosis, we harvested five plants and consider each plant as a replicate from each genotype on 10 days after emergence of seedling (DAE), 20 DAE, and 30 DAE. Fresh and dry biomass were calculated for each genotype on these intervals. Fresh biomass of the whole plant was measured immediately after harvesting. The dry biomass of the whole plant was calculated after overnight oven drying at 100 °C.

### RNA extraction, Illumina sequencing, and data analysis

For transcriptomic analysis, total RNA was extracted from each genotype. For RNA extraction, seedlings were raised in standard Hoagland solution in the lab. When true leaves were fully expanded then root and leaf tissue of the same plant was harvested in three biological replications. All harvested samples were instantly placed in liquid nitrogen and stored at − 80 °C before use. Total RNA was isolated using the Sigma Spectrum Plant Total RNA kit (Sigma-Aldrich, USA) according to the manufacturer’s protocol. The total RNA quantity and purity were analyzed on Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number > 7.0. Then the cleaved RNA fragments were reverse-transcribed to create the 42 individual final cDNA libraries (21 for root and 21 for leaf tissue for each of the seven genotypes) in accordance with the protocol for the mRNA-Seq sample preparation kit (Illumina, San Diego, USA), the average insert size for the paired-end libraries was 300 bp (±50 bp). The paired-end sequencing on an Illumina Hiseq 4000 was performed at the (LC-bio, China) following the vendor’s recommended protocol. Before assembly, reads that contained adaptor contamination, undetermined bases, and low-quality bases were removed. HISAT2 [68] was used to map reads to the genome of (http://mascotton.njau.edu.cn/info/1054/1118.htm). The mapped reads of each sample were assembled using StringTie [69]. The final transcriptome was generated using Perl scripts. StringTie [69] and Ballgown [70] were used to calculate the expression levels of all transcripts. StringTie [69] was used to perform expression level for mRNAs by calculating FPKM. The differentially expressed mRNAs were selected with log2 (fold change) > 1 or log2 (fold change) < − 1 and with statistical significance (*p*-value < 0.05) by R package Ballgown [70]. The expression level dominance analysis was performed by using EdgeR software as described by Rapp et al.*,* [41]. GO enrichment and KEGG pathway enrichment analysis was performed on the DEGs using the Goatools software (https://github.com/tanghaibao/Goatools) and KOBAS software (http://kobas.cbi.pku.edu.cn) [71], with a corrected *p*-value ≤0.05 as the threshold and rich factor.

### qRT-PCR analysis

For, quantitative real-time RT-PCR, we used the same total RNA to generate first standard cDNA that was used in RNA sequencing. PrimerScript RT Reagent Kit (Perfect Real Time, TaKaRa, Japan) was used to generate cDNA for each replication. Primers for qPCR were designed using the Oligo7 software, synthesized commercially (Biotechnology, Beijing, China), and are shown in Additional file 24. Protocol of qRT-PCR was same as described in our previous study [4]. Three biological replicates were used for each sample and the actin gene was used for normalization. Gene relative expression levels were calculated using the 2^−ΔΔCt^ method.

## Supplementary information

**Additional file 1.** Brief detail of sequencing, mapping and gene expressions of the individual library

**Additional file 2.** Information on DEGs in root of high hybrid-parent triad

**Additional file 3.** Information on DEGs in leaf of high hybrid-parent triad

**Additional file 4.** Information on DEGs in root of medium hybrid-parent triad

**Additional file 5.** Information on DEGs in leaf of medium hybrid-parent triad

**Additional file 6.** Information on DEGs in root of low hybrid-parent triad

**Additional file 7.** Information on DEGs in leaf of low hybrid-parent triad

**Additional file 8.** Information on gene expression patterns in root and leaf of high hybrid relative to its parents

**Additional file 9.** Information on gene expression patterns in root and leaf of medium hybrid relative to its parents

**Additional file 10.** Information on gene expression patterns in root and leaf of low hybrid relative to its parents

**Additional file 11.** Enriched GO terms of overdominant genes in root of high hybrid-parent triad

**Additional file 12.** Enriched KEGG terms of overdominant genes in root of high hybrid-parent triad

**Additional file 13.** Enriched Go terms of overdominant genes in leaf of high hybrid-parent triad

**Additional file 14.** Enriched KEGG terms of overdominant genes in leaf of high hybrid-parent triad

**Additional file 15.** Enriched Go terms of overdominant genes in root of medium hybrid-parent triads

**Additional file 16.** Enriched KEGG terms of overdominant genes in root of medium hybrid-parent triad

**Additional file 17.** Enriched Go terms of overdominant genes in leaf of medium hybrid-parent triad

**Additional file 18.** Enriched KEGG terms of overdominant genes in leaf of medium hybrid-parent triad

**Additional file 19.** Enriched Go terms of overdominant genes in root of low hybrid-parent triad

**Additional file 20.** Enriched KEGG terms of overdominant genes in root of low hybrid-parent triad

**Additional file 21.** Enriched Go terms of overdominant genes in leaf of low hybrid-parent triad

**Additional file 22.** Enriched KEGG terms of overdominant genes in leaf of low hybrid-parent triad

**Additional file 23.** Information of overdominant genes those were unique and common among comparisons of high, medium and low hybrids in root and leaf

**Additional file 24.** List of Primers for quantitative RT-PCR

**Additional file 25: Figure S1.** Phenotypic heterosis observed in all F_1_ hybrids at 10 days after emergence of seedling (DAE). a Fresh biomass in hybrids compared with their mid-parent value (MPV). b Dry biomass observed in hybrids compared with their MPV.

**Additional file 26: Figure S2.** Phenotypic heterosis observed in all F_1_ hybrids at 20 days after emergence of seedling (DAE). Here * is used for significant difference at *p* < 0.0 a Fresh biomass in hybrids compared with their mid-parent value (MPV). b Dry biomass observed in hybrids compared with their MPV.

**Additional file 27: Figure S3.** Most enriched GO terms of overdominant DEGs in root and leaf of F_1_ hybrids. a, b, and c shows GO terms with total number of genes for up and down overdominant DEGs of high (H), medium (M) and low (L) hybrids, respectively. Here, most enriched GO terms with *p* < 0.05 are only presented.

**Additional file 28: Figure S4.** Venn diagram representing the comparison of overdominant genes between hybrids in root and leaf. L: Leaf, R: Root, H, M, and L represent high, medium, and low hybrids respectively. a Distribution of genes in root. b Distribution of genes in leaf.

**Additional file 29: Figure S5.** Enriched GO terms for genes that showed overdominant expressions in all hybrids relative to their parents in root and leaf.

**Additional file 30: Figure S6.** Functional annotations and mode of regulation for overdominant DEGs involved in circadian rhythm plant pathway. This figure is an interpretation of online available figure (https://www.kegg.jp/kegg-bin/show_pathway?ko04712+K12133).

## Data Availability

The datasets generated or analyzed in this study are freely available with accession number GSE144676 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144676.

## Abbreviations

CCA1: Circadian clock associated1
CO-LIKE: Constans-like
DAE: Days after emergence
DEGs: Differentially expressed genes
F-ELD: Female expression level dominance;
H: High
L: Low
LHY: Late elongated hypocotyl
M: Medium
M-ELD: Male expression level dominance
MPV: Mid parent value
PRR9: Pseudo-response regulator 9

How the deposited data were processed for this re-analysis (not part of the article)

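RNA of root and leaf of 7 upland cotton genotypes, 3 replicates each, was sequenced by the authors as 42 paired-end libraries on an Illumina instrument. They removed adaptor and low-quality reads, mapped the rest to the TM-1 genome with HISAT2 and assembled and quantified genes with StringTie; the versions of these tools are not given in the sources used here. The deposited file holds 1 value per gene and library in FPKM, for 100881 genes, of which 88992 carry an assembled locus identifier, 35503 have no gene name and 2873 gene names occur at more than 1 locus. It holds no read counts, so methods that need counts, such as the edgeR step of the paper, were not applied.

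The values were used on the scale log2(FPKM + 1), without further scaling. In each tissue a gene was kept at an FPKM of at least 1 in at least 3 libraries. limma 3.58.1 in R 4.3.3, with data.table 1.17.8, fitted 1 mean per genotype to the 21 libraries of a tissue, with a mean-variance trend in the moderated variances. The 18 pairwise comparisons and the contrast of the 3 hybrids against the 4 inbred parents were taken from this fit, 2-sided, with p adjusted by Benjamini-Hochberg within a comparison. A gene counted as different at an adjusted p under 0.05 and a log2 difference above 1 or below -1. The 3 comparisons of a hybrid and its parents were combined into the 12 patterns of the paper, each comparison called at an adjusted p under 0.05, among genes that passed both limits in at least 1 of the 3. A gene overdominant in all 3 hybrids lies beyond both parents in the same direction in each.

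Lists of genes were fixed by words in the deposited descriptions: pseudo-response regulators, evening clock, CONSTANS-like, Aux/IAA, SAUR, peroxidase, photosynthesis, chlorophyll synthesis, phenylpropanoid, heat shock, ribosomal proteins, cell wall, ethylene, jasmonate, defence, low oxygen, phosphate, nitrogen, starch and root markers. A morning clock list matched no description. Each was tested in the hybrid contrast with fry and with camera (preset correlation 0.01, and a correlation estimated from the data), adjusted over the lists of a tissue. Pathway and GO terms of the overdominant genes were tested with a 1-sided hypergeometric test against all annotated genes kept in the tissue, adjusted over the terms. That test counts each gene as independent, although members of a gene family fill part of some terms, so its p-values may be too small. The number of genes with an FPKM above 0 was compared by exact sign-flip and exact permutation tests of genotype means. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and figures.

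The lists, the comparisons, the thresholds and the alternatives were chosen before the data were examined. The named genes follow a rule set at the same time: the genes the paper names, the 8 largest rises and falls of the hybrids without overlap of libraries, the largest overdominant genes of each triad, and the largest and smallest members of each list. The enrichment tests of terms, the grouping of clock genes by orthology, the comparison of the hybrid difference between tissues and the same counts in trios of inbreds were added afterwards. Further example genes of comparisons and of terms were picked by a rule made after the counts were seen, and are marked as chosen after the values were seen. Alternatives were a pseudocount of 0.1, no filter, quantile normalization, the replicate number as a block, each replicate left out in turn, only the libraries of a triad, an unadjusted p, an unmoderated model, a 2-fold limit in every pattern call, only libraries of lower Q20 (D, H, M and L in root, and C, D, H, M and L in leaf), other limits of detection, and, added after the data were seen, genotype means as the units. Replicate numbers do not pair genotypes within a tissue: correlations of residuals between libraries of the same number had medians of 7.15e-05 in root and -0.00756 in leaf. Root and leaf of the same number were read as 1 plant, since the paper took both from the same plant; their residuals had a median correlation of 0.0133 (-0.0983 to 0.0865), and the comparison between tissues was also run with the plant as a block, a choice made after the data were seen.

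The analysis was tested on simulated data with changed genes planted in it. Planted log2 changes were 1.5, 2 or 3, in well expressed genes only, and equal in all 3 hybrids. The analysis found 95.5% to 100% of them, 92.5% to 98.5% as overdominant in H and 89.6% to 98.5% as overdominant in all 3. Changes planted in A alone were classed as like the male parent of H in 85.1% to 98.5%. There were 3 false calls in root and 2 in leaf, and 0 and 2 false overdominant genes of H. Changes near the log2 limit of 1 and genes near the FPKM minimum were not tested. Sequencing depth is known from the paper's Additional file 1. With 3 libraries per genotype, the precision of each mean is limited, and SDs are given. Measurements by qRT-PCR and of biomass have no deposited file and are not analysed here, and the read files were not used here.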

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

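The tests of the hybrid differences against sequencing quality, of the clock genes against harvest time and of the differences between tissues were chosen only after the results were seen, as were the regroupings of genotypes by higher and lower genes together, with 1 library left out or with genotype means as units; the other regroupings were chosen before.

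The largest pattern is that the 3 hybrids stand apart from the 4 inbreds: 757 genes were higher and 502 lower in the root, and 892 and 512 in the leaf, and the first component of the root libraries (19% of the variance) and of the leaf libraries (22%) separates the groups. One explanation is heterozygosity itself, and another is sequencing quality, since all hybrid libraries have a low Q20, at most 99.62% in root and 99.63% in leaf. On a scale with the inbreds of higher Q20 at 0 and the hybrids at 1, D, the inbred of low Q20 in root, had a median position of 0.15 (quartiles -0.142 to 0.557, 383 of 1343 genes past halfway), and C and D in leaf 0.248 (0.127 to 0.417, 349 of 1897), where quality as the whole cause would put them near 1. These positions argue against quality as the whole cause in either tissue. A smaller effect of quality stays open, in root with D as the only inbred at low Q20, and more inbreds of low Q20 would test it. Heterozygosity remains a hypothesis, since other differences between hybrids and inbreds, such as the time of harvest, are not excluded.

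Choosing 3 of the 7 genotypes in all 35 ways tests whether any 3 would do: the higher genes in root (757) had a highest other choice of 377 and 1 choice as large, the lower genes in root 502 against 475 with 1, and the higher genes in leaf 892 against 337 with 1. With all libraries these 3 counts met the limit set before, that no other choice is as large. For lower genes in root the margin is small, and another choice was larger without replicate 2 of B (483 against 489), replicate 1 of H (481 against 501), replicate 1 of M (465 against 467) or replicate 3 of M (475 against 482). This count does not exclude chance in root when any 1 of these libraries is left out. With all libraries, 380 of the 475 lower genes of A, C and D in root are among the genes higher in the hybrids. For lower genes in leaf, 512 against 597 (A, B and C) with 2 choices as large, the count alone does not exclude chance, but 492 of the 597 are among the genes higher in the hybrids, seen from the other side. Higher and lower genes together were 1259 in root against 852 and 1404 in leaf against 934, with 1 choice as large in each. The same held with any 1 library left out. The total was added after the data were seen, and these repeats use the same 7 genotypes, so it does not exclude chance by itself. With genotype means as units the lower genes were 290 in root against 36 and 472 in leaf against 3. That count was added after the data were seen and does not replace the first count of lower leaf genes. A share of 1 in 35 is the smallest these choices allow. The 7 genotypes are also not interchangeable, since H, M and L share the parent A. The number of gene lists past the threshold was 9 in root, where the highest other choice gave 13 and 11 choices were as large, and 17 in leaf, where the highest other choice gave 17 and 2 were as large, so the number of lists alone may be no sign of hybridity.

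The second pattern is the clock: of LHY-type genes 10 of 24 in root and 12 of 23 in leaf were lower in the hybrids and 2 in leaf higher. By sign alone, 7 of 7 genes of pseudo-response regulator 5 and gigantea were higher in leaf and 3 of 7 in root. One explanation is a change of clock gene regulation in the hybrids and another is harvest of hybrids at another time of day than inbreds, which could shift morning and evening genes together. Of the 7 genes of pseudo-response regulator 5 and gigantea, 4 were opposite in root and leaf (the count that tests harvest of hybrids at another time of day), and root and leaf came from the same plant. As root and leaf clocks may differ in phase and the harvest time is not given, the 2 explanations cannot be told apart by this count. A time series over 1 day would separate them.

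Regrouping the 9 libraries of a triad 100 times gave, for overdominant genes, 1558 in the root of H against a highest other of 280, 1322 against 1153 in M, 1901 against 1609 in L, and in the leaf 2281 against 2057, 2725 against 2399 and 1868 against 1045, with 1 grouping as large in each. Parent-like genes gave 875 against 1360 (4 groupings as large), 823 against 1175 (4) and 1326 against 1610 (3) in the root of H, M and L, and 468 against 2034 (3), 761 against 2400 (2) and 870 against 1577 (4) in the leaf. Genes overdominant in all 3 hybrids were 523 in root and 1046 in leaf against 0 in every other grouping, with 1 as large in each. The overdominant counts thus depend on grouping the replicates by genotype. The regroupings mix replicates of different genotypes, which widens the spread within groups, so the real groups of any differing genotypes could give the most. They do not test whether a hybrid is needed: D lay beyond both B and C in 1483 root genes, more than the 1322 of M. For the parent-like counts fewer than 5 of 100 groupings were as large, the limit set before, but 1 to 3 other groupings held as many genes as the real one or more. In the leaf of H and M the highest held several times as many. A draw can keep the libraries of a hybrid together under the name of a parent, and then counts its overdominant genes as parent-like. Which draws held the most genes was not recorded, so the regroupings do not exclude chance for the parent-like counts.

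For pairs of genotypes only 10 splits of the 6 libraries exist, too few to judge, and the real value and the highest other are, in root, 2512 and 8 (A and H), 1555 and 5 (B and H), 1076 and 23 (A and B), 2106 and 189 (A and M), 1547 and 1 (C and M), 936 and 3 (A and C), 2149 and 3 (A and L), 2772 and 7 (D and L) and 1523 and 2 (A and D). In leaf they are 2816 and 3, 1919 and 2, 700 and 3, 3466 and 3, 2460 and 147, 895 and 2, 2679 and 6, 1626 and 6, and 1229 and 2, in the same order, each with 1 split as large.

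Some libraries stood far from the others of their group, past a limit that chance passes in about 1 in 20 groups for any given measure. Root library 3 of L had a Q20 of 99.32%, the lowest of the 9 hybrid root libraries. Leaf library 1 of M had an FPKM sum of 462951.6, 15.6% of it in 10 genes (next highest 6.96%), and a GC content of 46.5%. It passed the limit on each of these measures.

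In a test of the difference between tissues, the hybrid difference was less negative in root than in leaf by 1.33 for Gh_A11G0926, 1.16 for Gh_A12G1061, 0.78 for Gh_A12G1062, 1.25 for Gh_D12G1185, 1.60 for Gh_D12G1184, 0.77 for Gh_D11G1068, 0.83 for Gh_A09G1504 and 0.93 for Gh_D09G1515. The root minus leaf difference was -0.49 for Gh_A08G0451, -0.42 for Gh_D01G0200, -0.77 for Gh_D07G0867, -0.74 for Gh_D11G1518, 1.30 for Gh_A09G1415, -1.18 for Gh_D12G1525 and 2.55 for Gh_A01G1586. In all 1053 of 45932 genes kept in both tissues had a hybrid difference that differed between them with libraries as independent, and 1040 with root and leaf of the same number as 1 plant, 1017 of them in both; each gene named in this paragraph stayed past the threshold of adjusted p.

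Loci without a gene name made up 326 of the genes higher and 141 of those lower in the hybrids in root, and 337 and 135 in leaf.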

How the results depend on the processing

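The genotype means as units and the plant as a block of root and leaf were chosen after the results were seen, and all other alternatives before.

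The numbers here are pairs of a result and an alternative, most of them with 1 library left out. A count was labelled the same within a fixed ratio of its main value, and pairwise counts were taken over both directions. By this rule the parent-like genes of M in root stayed the same from 612 to 1230, around 823, with 1 library left out. Of the pairs of leading results, 801 stayed the same, 69 moved and 3 became stronger. Of the other pairs 6660 stayed the same, 164 became weaker, 31 stronger, 49 moved and 1 reversed.

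In root a pseudocount of 0.1 gave 4424 (A and H), 2619 (B and H), 1671 (A and B), 3732 (A and M), 2756 (C and M), 1562 (A and C), 3820 (A and L), 5285 (D and L) and 2773 (A and D), and in leaf 4884, 3659, 1180, 5799, 4393, 1544, 4568, 2999 and 2145 in the same order; parent-like genes were 1343, 1306 and 2294 in root and 870, 1249 and 1596 in leaf, and hybrid calls 2278 higher and 1323 lower in root and 2530 and 1098 in leaf. An unadjusted p gave 1432 genes between A and C in root.

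A 2-fold limit in every pattern call left 836, 711 and 886 overdominant genes in root and 1263, 1546 and 887 in leaf, 879 parent-like genes of L in root, and 137 up and 81 down in root and 222 and 181 in leaf for all 3 hybrids. The cause of these changes was not tested. Libraries of lower Q20 gave 1397 higher and 1163 lower in root. With genotype means as units 290 root genes were lower. Parent-like genes of H in root ranged from 668 to 1365 with 1 library left out.

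Genes detected at an FPKM of at least 0.1 or 1 differed by 1068 and 1633 in root (exact permutation p = 0.0286 for each) and by 1718 and 2417 in leaf (exact permutation p = 0.0286 and 0.0571). Pseudo-response regulators in root turned lower by fry in low-Q20 libraries (adjusted p = 0.000286). Of the gene lists, camera with an estimated correlation left 0 higher and 2 lower in leaf and 0 higher and 0 lower in root. The higher lists in leaf were 1 without a filter, with a pseudocount of 0.1, with quantile normalization and with the replicate block. Lower lists in root were 4 by camera and 4 by fry in libraries of lower Q20, and by fry 1 without a filter and 8 with quantile normalization.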

Differences from the paper's values

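The comparisons in this part were listed after the paper's values and these results were both seen, and the alternatives that narrow them were chosen before.

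Between B and H in root the paper has 2828 genes in its text and 1555 were found here, 2619 with a pseudocount of 0.1 and 2022 at an unadjusted p; the table of the study swaps the 2 root comparisons, with 2828 genes for A and 2917 for B. Between A and C in leaf it has 1586 against 895 here, 1544 with a pseudocount of 0.1 and 1287 at an unadjusted p. Between A and L in root it has 3580 against 2149 here, 3820 with that pseudocount, 2654 at an unadjusted p and 2593 without replicate 1 of A, and in leaf 5827 against 2679 here, 4568 with it. Between D and L in leaf it has 2623 against 1626 here, 2999 with it and 2056 at an unadjusted p.

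The numbers of genes called in 1 comparison only differ more: for A and H the paper gives 2631 in root and 2993 in leaf against 1235 and 1299 here (2204 and 2173 with a pseudocount of 0.1), for B and H 2648 and 1974 against 476 and 482, for A and L 2647 and 4795 against 849 and 1339, and for D and L 2413 and 1714 against 1335 and 465 (2480 in root with that pseudocount). The counts here use an adjusted p; at an unadjusted p under 0.05 they are, in root and leaf, 1291 and 1391 for A and H, 622 and 585 for B and H, 998 and 1436 for A and L, and 1370 and 633 for D and L. No other setting tried brings the rest near.

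The paper states that hybrids had more expressed genes than inbreds in both tissues. Here the means of H (77580) and L (77623) in root lay under that of B (77770). In leaf the mean of M (74900) lay under those of A (75668) and B (75029). With a minimum FPKM of 0.1 every hybrid mean lay above every inbred mean in both tissues. As every hybrid root library also had a higher FPKM sum than every inbred root library, this limit does not settle the statement in root. The paper gives most clock genes as specific to a tissue, and of its 8 LHY genes 6 in root and 8 in leaf were lower in the hybrids past the threshold here. All genes chosen for qRT-PCR are given as overdominant in 3 hybrids, and here Gh_D13G1939 was so in 0 and Gh_D12G1525, Gh_A12G1062, Gh_A08G0451, Gh_D01G0200 and Gh_D11G1518 in 2. In the hybrid that missed, the differences of log2(FPKM + 1) from female and male were 1.48 and 1.04 (adjusted p = 0.0512 for the male) for Gh_D12G1525 in the leaf of L, -0.89 and -0.98 for Gh_A12G1062 in the root of H, 0.91 and 0.84 for Gh_A08G0451 in the leaf of M, and 0.90 and 0.83 for Gh_D01G0200 and 0.85 and 0.79 for Gh_D11G1518 in the leaf of H. The last 4 passed adjusted p and not the limit of 1, which adding 1 to FPKM makes harder to reach at low values: Gh_D01G0200 had a mean FPKM of 1.82 in H against 0.517 and 0.585, while Gh_A12G1062 had 31.0 against 58.3 and 62.2. Gh_D13G1939 in root had an adjusted p against the male of 0.106 in H, 0.0697 in M and 0.072 in L. Plant-pathogen interaction, spliceosome and endocytosis, which the paper lists as enriched, were past neither an adjusted nor an unadjusted p under 0.05 here. Other pathways of the paper missed an adjusted p under 0.05. Among them were carbon metabolism (up, leaf of M), starch and sucrose metabolism (down, root of L) and amino sugar metabolism (up, root of M). Hormone signal transduction missed it in leaf, up in H and down in M and L. In leaf, protein and ATP binding (down in M), plastid (up in M) and plasma membrane (up in H) missed an unadjusted p under 0.05. Plasma membrane, listed at p under 0.01 for up-regulated root genes, was past that limit in H by the 1-sided hypergeometric test (unadjusted p = 0.00869, adjusted p = 0.325) and not in M (unadjusted p = 0.0103) or L (unadjusted p = 0.128).

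The paper's tables of differing genes were available in part (the first 1999 of the 2828 rows for A and H in root, for example), so no overlap of whole lists was tested. Of the rows held for A and H in root, 95.6% had a log2(FPKM + 1) difference under 1 here, and 63.4% went in the paper's direction. For A and L in leaf these shares were 85.9% and 60.5%, and for C and M in leaf 0.962% and 100%. Counts near the paper's under another setting therefore do not show that the genes are the same. Of the log2 values held, 100% lay within 0.15 of the values here for C and M in leaf and 0.2% for A and H in root, although the FPKM they list equal the deposited FPKM.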

Other observations

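The overlap of root and leaf was chosen only after the results were seen, and the tests on gene lists before.

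Among genes of nutrient and oxygen response in the hybrids, phosphate genes were 4 higher and 0 lower of 48 in root (camera adjusted p = 0.0208, adjusted p = 0.503 with an estimated correlation) and 0 and 1 of 40 in leaf, nitrogen genes 6 higher and 6 lower of 40 in root, and low-oxygen genes 3 higher of 15 in leaf (camera adjusted p = 0.0492, adjusted p = 0.211 with an estimated correlation). Nitrate transporter NRT1.5 (Gh_D03G1623), which loads nitrate into the xylem, was lower in the root by a log2 difference of -1.95, and potassium channel SKOR (Gh_D05G1041) by -2.14.

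Starch genes were 1 higher and 3 lower of 94 in root and 2 and 7 of 95 in leaf, cell wall genes 2 and 1 of 150 in root and 5 and 6 of 144 in leaf, phenylpropanoid genes 6 and 0 of 92 in root (median log2 difference -0.07, mean 0.03) and 0 and 0 of 65 in leaf, where they were lower as a group (camera adjusted p = 2.63e-05, adjusted p = 0.0112 with an estimated correlation), and heat shock genes 6 and 4 of 318 in root and 11 and 6 of 310 in leaf. Peroxidase genes were 2 higher of 46 in leaf. Ribosomal protein genes were 3 higher of 755 in root (camera adjusted p = 1.42e-12, adjusted p = 0.503 with an estimated correlation), and as a group lower in leaf (camera adjusted p = 7.68e-15, adjusted p = 0.361 with an estimated correlation).

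Photosynthesis genes were 1 higher and 1 lower of 80 in root (camera adjusted p = 0.00233, adjusted p = 0.713 with an estimated correlation). Aux/IAA genes, with 0 of 54 past the limits in root, were shifted upward there (camera adjusted p = 0.00199, adjusted p = 0.503 with an estimated correlation). CONSTANS-like genes were 0 of 11 in root and 2 higher of 13 in leaf, evening clock genes 0 of 3 in root and 1 higher of 6 in leaf, SAUR genes 0 of 4 and 0 of 6, chlorophyll synthesis genes 0 of 26 in root and 1 lower of 28 in leaf, ethylene genes 2 higher of 16 in root and 1 lower of 15 in leaf, jasmonate genes 0 of 63 in root and 1 higher of 56 in leaf, defence genes 3 higher of 354 in root and 4 higher and 2 lower of 263 in leaf, and root marker genes 0 of 17 and 0 of 14. By fry, root markers were lower in root (adjusted p = 0.000815, camera adjusted p = 0.139), as were evening clock genes (adjusted p = 0.00152, camera 0.232), and cell wall genes were higher (adjusted p = 0.0326, camera 0.651). In leaf fry gave higher jasmonate (adjusted p = 0.00122, camera 0.37), defence (0.000849, camera 0.547), CONSTANS-like (2.24e-06, camera 0.7), evening clock (1.2e-08, camera 0.0681), peroxidase (5.11e-08, camera 0.143), SAUR (0.01, camera 0.777) and phosphate genes (0.0152, camera 0.694). It gave lower ethylene (adjusted p = 0.00169, camera 0.147), chlorophyll synthesis (0.0394, camera 0.085) and cell wall genes (0.0108, camera 0.0408) in leaf. With 1 library left out, the fry adjusted p reached 0.0573 for SAUR, 0.102 for phosphate and 0.0826 for chlorophyll synthesis genes in leaf. For cell wall genes in root it reached 0.0905. The camera adjusted p in leaf reached 0.0638 for cell wall and 0.0719 for low-oxygen genes. With an estimated correlation, camera gave an adjusted p above 0.05 for each list named with a fry value here. Adjusted over the list alone the counts were the same, except 6 higher ribosomal protein genes in leaf.

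Both tissues shared 126 higher and 81 lower genes in the hybrids, against 6.95 and 2.66 expected if the tissues were independent.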
